# Quantitative omics analyses of NCOA4 deficiency reveal an integral role of ferritinophagy in iron homeostasis of hippocampal neuronal HT22 cells

**DOI:** 10.3389/fnut.2023.1054852

**Published:** 2023-01-19

**Authors:** Emily F. Bengson, Cole A. Guggisberg, Thomas W. Bastian, Michael K. Georgieff, Moon-Suhn Ryu

**Keywords:** ferritinophagy, proteomics, RNA-seq, ferritin, iron deficiency, IRP2

## Abstract

**Introduction:**

Neurons require iron to support their metabolism, growth, and differentiation, but are also susceptible to iron-induced oxidative stress and cytotoxicity. Ferritin, a cytosolic iron storage unit, mediates cellular adaptation to fluctuations in iron delivery. NCOA4 has been characterized as a selective autophagic cargo receptor facilitating the mobilization of intracellular iron from ferritin. This process named ferritinophagy results in the degradation of ferritin and the consequent release of iron into the cytosol.

**Methods:**

Here we demonstrate that NCOA4 is important for the adaptation of the HT22 mouse hippocampal neuronal cell line to cellular iron restriction. Additionally, we determined the pathophysiological implications of impaired ferritinophagy *via* functional analysis of the omics profile of HT22 cells deficient in NCOA4.

**Results:**

NCOA4 silencing impaired ferritin turnover and was cytotoxic when cells were restricted of iron. Quantitative proteomics identified IRP2 accumulation among the most prominent protein responses produced by NCOA4 depletion in HT22 cells, which is indicative of functional iron deficiency. Additionally, proteins of apoptotic signaling pathway were enriched by those responsive to NCOA4 deficiency. Transcriptome profiles of NCOA4 depletion revealed neuronal cell death, differentiation of neurons, and development of neurons as potential diseases and bio functions affected by impaired ferritinophagy, particularly, when iron was restricted.

**Discussion:**

These findings identify an integral role of NCOA4-mediated ferritinophagy in the maintenance of iron homeostasis by HT22 cells, and its potential implications in controlling genetic pathways of neurodevelopment and neurodegenerative diseases.

## 1. Introduction

Iron is an essential nutrient required for a variety of molecular and metabolic processes, including cell development, DNA replication, respiration, and energy production. In humans, iron deficiency remains among the most prevalent nutrient disorders worldwide and causes anemia, impaired motor and cognitive function, increased risk of significant psychopathologies, including depression, anxiety, schizophrenia, and autism spectrum disorder, and other health defects (1–3). On the other hand, excess iron within cells can facilitate the formation of harmful reactive oxygen species (ROS), and thus cause cytotoxicity (4). Hence, the supply, storage, and distribution of iron must be tightly regulated to maintain cellular and systemic iron homeostasis within an ideal range that is physiologically adequate and not imposing harm.

Ferritin is a cytosolic protein for iron storage, composed of 24 ferritin-H (FTH) and ferritin-L (FTL) subunits, which form a highly stable spherical configuration accommodating up to 4,500 atoms of iron. FTH and FTL protein translation responds to the cytosolic labile iron pool (LIP), which is constantly gauged by iron responsive element (IRE)-binding proteins, IRP1 and IRP2 (4). IRPs sterically hinder the translation of ferritin transcripts, particularly, when cellular iron levels become limited. When the LIP expands, IRPs dissociate and promote the translation of ferritin subunits. IREs are also present in the transcripts of iron importers transferrin receptor 1 (*TFRC*) and divalent metal transporter 1 (*SLC11A2*), and the iron exporter ferroportin 1 (*SLC40A1*), which allows a coordinated regulation of iron import, export, and storage for maintenance of cellular iron homeostasis.

Recently, an IRP-independent mechanism regulating ferritin iron release *via* selective autophagy has been identified. This process, called ferritinophagy, is initiated by the binding of an autophagic cargo receptor protein, nuclear receptor coactivator 4 (NCOA4), to iron-laden ferritin (5, 6). The transfer of NCOA4-ferritin to the lysosome by ferritinophagy results in the proteolysis of ferritin, and, in turn, the release of its iron content. NCOA4 is upregulated in response to cellular iron restriction (7, 8). The transcript of NCOA4 does not contain an IRE and is not regulated by IRP activity (6), and NCOA4 is post-translationally controlled by iron status (7, 8).

The physiological implications of NCOA4-mediated ferritinophagy have been determined using various *in vitro* and *in vivo* models of NCOA4 deficiency, particularly those recapitulating cell-types and tissues integral to systemic iron metabolism. Of relevance are enterocytes (9), hepatocytes (10), macrophages (5, 11, 12), and erythroid progenitors (7, 13, 14), which function in tissues carrying out iron absorption, storage, recycling, and utilization, respectively. NCOA4 in these cell-types are essential for maintaining cellular iron availability and for supporting nutritional and physiological demand for iron elevated by either dietary iron restriction or red blood cell production. Systemic deletion of *Ncoa4* in mice leads to functional iron deficiency, manifested with hematological signatures of iron deficiency anemia despite iron overload in tissues (15).

Dysregulation of ferritin and intracellular iron in neurons have been implicated in neurological disorders (16). Moreover, a potential role of NCOA4 in neuropathy has been recently proposed (17). Thus, we investigated the regulation and roles of NCOA4 in a hippocampal neuronal cell line model, HT22 cells. HT22 is an immortalized mouse hippocampus-derived neuronal cell line extensively studied as a model of not only cholinergic neurons, but also glutamate excitotoxicity and endogenous oxidative stress. The latter has been implicated in various neurodegenerative diseases, thus making the HT22 cell line of physiological relevance (18, 19). Our findings confirmed the requirement of NCOA4-mediated ferritin turnover for the survival of HT22 cells under iron restriction. Moreover, functional analyses of the omics profiles of NCOA4 deficiency in HT22 cells revealed enrichment of gene responses associated with diseases and biological functions of brain cells. These support a possible role of ferritinophagy in the pathophysiology of neurodegenerative diseases, previously hypothesized (17).

## 2. Materials and methods

### 2.1. Cell culture and chemical treatments

HT22 cells (a generous gift from Dr. Phu Tran from the University of Minnesota, MN, USA) were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) with 4.5 g/L glucose and L-glutamine without sodium pyruvate, supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin (Corning, Manassas, VA). Cells were maintained at a confluency of less than 70% in 5% CO_2_ at 37°C. To produce cellular iron overload and deprivation, cell cultures were treated with ferric ammonium citrate (FAC; Sigma-Aldrich, St. Louis, MO) and deferoxamine (DFO; Sigma-Aldrich, St. Louis, MO), respectively. Final concentrations of each chemical are provided in the section “3. Results” and corresponding figure legends.

### 2.2. siRNA-mediated gene silencing

NCOA4 levels were manipulated by siRNA-mediated gene silencing. Cells were plated to maintain confluency at less than 70% and transfected using Lipofectamine RNAiMAX following the manufacturer’s instructions (Thermo Fisher Scientific, Waltham, MA). Briefly, siRNA stock solutions at 20 μM were diluted with Opti-MEM to 150 nM, and then added to an equal volume of a solution prepared by mixing Lipofectamine RNAiMAX and Opti-MEM at a 1:50 ratio. After incubation at room temperature for 5 min, the siRNA-Lipofectamine complexes were administered to cells to yield a final siRNA concentration of 12.5 nM. Cells were then incubated in 5% CO_2_ at 37°C for up to 48 h. *Ncoa4* siRNA (Silencer Select ID s77517, Ambion, Waltham, MA) and negative control siRNA (4390847) (Ambion, Waltham, MA) were used in all knockdown experiments as described and validated previously (8, 13).

### 2.3. RNA isolation and quantitative PCR (qPCR)

Cells were harvested, washed with ice-cold phosphate-buffered saline (PBS), and centrifuged at 200 × *g* for 10 min at 4°C. RNA was isolated using the TRI reagent (Sigma-Aldrich, St. Louis, MO) following the manufacture’s protocol. Briefly, cells were lysed with TRI reagent at room temperature for 5 min and treated with 0.1 volume of 1-bromo-chloropropane. The top clear RNA phase was collected after separation by centrifugation at 12,000 × *g* for 15 min at 4°C. RNA was precipitated with 2-propanol by centrifugation at 12,000 × *g* for 10 min at 4°C, washed with 75% ethanol, and centrifuged at 7,500 × *g* for 5 min at 4°C. RNA yield and purity were determined spectrophotometrically using a Beckman Coulter DU 730 Life Science UV/Vis spectrophotometer. Equal amounts of total RNA (150 ng) were reverse transcribed using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, MA), and 1/10 dilutions of cDNA samples were PCR amplified using PowerUP SYBR Green Master Mix reagent (Applied Biosystems, Waltham, MA) combined with gene-specific primers designed using the NCBI Primer-BLAST tool (20). Relative gene expression levels were determined by the ΔΔCt method and normalized to *Tbp* levels. Primers for each gene are listed in Supplementary Table 1.

### 2.4. Protein extraction and western blot analyses

Cell pellets were lysed using an NP-40-based lysis buffer [100 mM Tris-HCl (pH 7.5), 50 mM KCl, 0.1% NP40, 5.0% glycerol, water, and protease inhibitor cocktail (Roche, Basel, Switzerland)], centrifuged at 19,000 × *g* for 5 min at 4°C, and the supernatants were collected for cellular protein analyses. Protein contents of cell lysates were determined by bicinchoninic acid assay (Thermo Fisher Scientific, Waltham, MA). For western blot analyses, equal amounts of protein (15–30 μg) were denatured by boiling in Laemmli buffer supplemented with 2.5% 2-mercaptoethanol for 10 min. Proteins were separated by SDS-PAGE using 4–15% TGX gels (Bio-Rad, Hercules, CA), and transferred to nitrocellulose membranes using a Trans-Blot Turbo Transfer system (Bio-Rad, Hercules, CA). Protein transfer was confirmed *via* Ponceau Red staining. For detection of specific proteins, membranes were blocked with 5% milk in PBS for 45 min at room temperature and incubated with primary antibodies anti-NCOA4 (A302-272A, Bethyl Laboratories, Montgomery, TX) at 1:1,000, anti-ferritin (F502, Sigma-Aldrich, St. Louis, MO) at 1:2,000, and anti-GAPDH (12004167, Bio-Rad, Hercules, CA) at 1:10,000. The anti-IRP2 IgG was a generous gift from Dr. Betty Leibold at the University of Utah and was used at 1:1,000. After washes with PBS containing 0.1% Tween-20, proteins were visualized using relevant near-infrared fluorescence-conjugated secondary antibodies applied at 1:10,000 and an Odyssey Fc imager (Li-Cor, Lincoln, NE). Protein abundance from western images was quantified using the Li-Cor Image Studio Lite software and normalized to corresponding GAPDH values.

### 2.5. Cell viability and bioenergetics assays

Iron is critical for neuronal viability and to support their high energy production. Cell density and neuronal viability were determined *via* trypan blue exclusion and a dehydrogenase-activity-mediated colorimetric assay Cell Counting Kit-8 (CCK-8; Sigma-Aldrich, St. Louis, MO) following the manufacturer’s instructions. In brief, equal number of cells were seeded and treated on a 96-well plate. CCK-8 solution (10 μL) was added to each well and cells were incubated for 2 h in 5% CO_2_ at 37°C. Absorbance at 450 nm was determined using a BioTek Synergy H1 microplate reader. For cellular bioenergetics measures, HT22 cells were transfected with siRNA as described above. Iron deficiency compromises cellular respiration. Forty-eight hours after siRNA treatment, real-time oxygen consumption rates (OCR) and extracellular acidification rates (ECAR) were simultaneously measured using a Seahorse XFe24 Extracellular Flux Analyzer (Agilent Technologies; Santa Clara, CA). Measurements were taken at baseline and after treatments with 1 μM oligomycin (ATP synthase inhibitor), 3 μM FCCP (eliminates mitochondrial proton gradient allowing maximal ETC electron flow and oxygen consumption), and 1 μM antimycin A combined with 1 μM rotenone (inhibitors of electron transport chain complex III and I, respectively) as described (21, 22). Mitochondrial-specific basal respiration, ATP-coupled respiration, maximal respiration, spare respiratory capacity, coupling efficiency were calculated as described (22). Prior to bioenergetics assays, cultures were treated with 1μM Hoechst 33342 and nuclei were imaged with fluorescent microscopy using a ZEISS Celldiscoverer 7 as we have described (23). The OCR and ECAR data were then normalized to cell density for each well.

### 2.6. Quantitative proteomics analysis

Snap-frozen cells were processed at the University of Minnesota Center for Mass Spectrometry and Proteomics (CMSP) for proteomic analyses using the Tandem Mass Tag (TMT) system (Thermo Fisher Scientific, Waltham, MA). At the CMSP, cell pellets were reconstituted with extraction buffer [7 M urea, 2 M thiourea, 0.4 M triethylammonium bicarbonate at pH 8.5, 20% acetonitrile and 4 mM tris(2-carboxyethyl)phosphine], sonicated, and processed using a Barocycler NEP2320 (Pressure Biosciences, Inc., South Easton, MA). After treatment with 8 mM iodoacetamide, protein contents were determined by Bradford assay. Subsequently, samples were digested with trypsin (Promega, Madison, WI) at a 1:40 ratio of total protein for 16 h at 37°C. Digested samples were freeze-dried, cleaned using an Extract Clean C18 SPE cartridge (Grace-Davidson, Deerfield, IL), and resuspended in 0.1 M triethylammonium bicarbonate, pH 8.5, to yield 1 μg protein/μL. Equal amount of each sample (20 μg) were labeled with TMT Isobaric Label Reagent (Thermo Scientific, Watham, MA) per manufacturer’s protocol. Labeled samples were resuspended in 20 mM ammonium formate, pH 10, in 98:2 water:acetonitrile and fractionated offline by high pH C18 reversed-phase chromatography as previously described (24). Peptide-containing fractions were dried *in vacuo*, resuspended in 2% acetonitrile and 0.01% formic acid, and analyzed using an Orbitrap Fusion mass spectrometer (Thermo Scientific, Watham, MA). Final analysis of proteomics data was carried out using Scaffold 5 (Proteome Software, Portland, OR).

### 2.7. RNA-sequencing (RNA-seq)

Total RNA for RNA-seq was isolated from TRI-reagent-treated cells using the Direct-zol RNA Miniprep Kit (Zymo Research, Irvine, CA) following the manufacturer’s instructions. Sample quality assessment, library creation, and next-generation sequencing were carried out at the University of Minnesota Genomics Center. Total RNA was quantified using a fluorometric RiboGreen assay, and RNA integrity was assessed using an Agilent BioAnalyzer 2100. The RIN of all samples were within the range of 7.9 to 8.9. Total RNA samples were converted to sequencing libraries using Takara Bio’s SMARTer Stranded Total RNA-Seq – Pico Mammalian Kit following the manufacturer’s protocol. Then, indexed libraries were normalized and pooled for sequencing. Libraries were sequenced on an Illumina NextSeq 550 instrument to achieve more than 10 million 75-bp paired-end reads per sample. The edgeR software package (25) was used for normalization and differential expression analysis of the RNA-seq data. The sequencing dataset reported in this paper has been deposited in the Gene Expression Omnibus (GEO) database (accession no. GSE211931).

### 2.8. Bioinformatic and statistical analyses

Functional enrichment analyses of the quantitative proteomics data were conducted using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) functional annotation tools (26) and Gene Set Enrichment Analysis (GSEA) (27). Pathway analyses of differential expressions revealed by the transcriptome analyses were conducted using the Ingenuity Pathway Analysis (IPA) software package (Qiagen). All data are presented as mean ± standard deviation. Based on the experimental design and number of comparisons, statistical significance was determined using either Student’s *t*-tests, or with *post-hoc* tests of one-way or two-way ANOVA. Dunnett’s post-test and Bonferroni post-test were performed for one-way and two-way ANOVA, respectively. Statistical analyses were performed using the JMP Pro 14 software (SAS Institute, Cary, NC), and *P*-values lower than 0.05 were considered to indicate statistically significant differences.

## 3. Results

### 3.1. NCOA4 responds to iron status in the HT22 mouse hippocampal neuronal cell line

The responsiveness of NCOA4 to iron status can vary by cell-type and developmental stage (8). Thus, we first assessed whether iron status regulates NCOA4 in the immortalized HT22 mouse hippocampal cell line. Cellular iron restriction by the iron chelator DFO increased NCOA4 protein levels in HT22 cells as early as 6 h after treatment (Figures 1A, B). Supplemental iron at either 200 or 400 μM reduced NCOA4 abundance after 24 h, but not after 6 h. Notably, ferritin levels increased within 6 h of iron supplementation, i.e., without a change in NCOA4 levels. After 24 h of iron treatment, NCOA4 responded to changes in iron levels in a direction opposite to that of ferritin. Because iron added at 200 and 400 μM were producing comparable effects on NCOA4 and ferritin expression, we selected the lower dose of iron treatment for our subsequent studies. *Ncoa4* mRNA abundance remained stable (Figure 1C) despite changes in *Tfrc* mRNA levels by cellular iron restriction and overload (Figure 1D). These results support a role of NCOA4 in facilitated ferritin turnover, and its regulation by neuronal iron status at a post-transcriptional level (7, 8).

**FIGURE 1:**
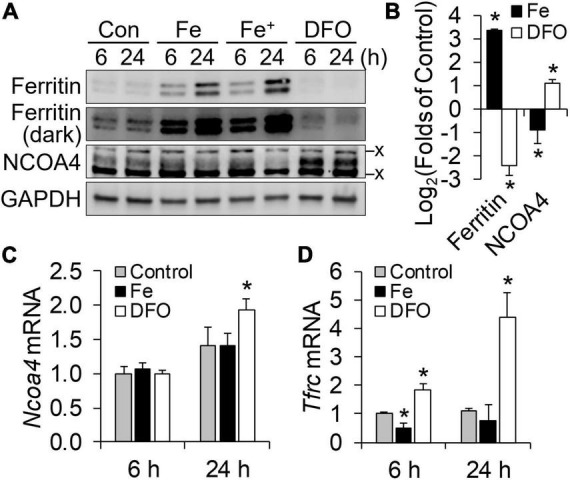
NCOA4 post-transcriptionally responds to iron availability in HT22 mouse hippocampal neuronal cells. HT22 cells were treated with ferric ammonium citrate (Fe, 200 μM; Fe^+^, 400 μM) and desferrioxamine (DFO, 100 μM) for cellular iron overload and restriction, respectively. **(A)** Responses of ferritin and NCOA4 to iron availability, measured by western blot analyses. x, non-specific bands. **(B)** Quantitation of ferritin and NCOA4 western blots. HT22 cells were treated with Fe or DFO for 24 h (*n* = 4 independent experiments). Protein abundance was normalized to GAPDH. **(C,D)** Effects of cellular iron status on transcript abundance of *Ncoa4* **(C)** and *Tfrc* **(D)**, normalized to *Tbp* levels in HT22 cells (*n* = 3 biological replicates). Data are presented as mean ± SD (*n* = 3 biological replicates). *P < 0.05, compared with control levels.

### 3.2. NCOA4 facilitates ferritin turnover and survival of HT22 cells during iron deficiency

Deferoxamine is a cell-impermeable iron chelator and thus produces iron deficiency by limiting iron for cellular import. We hypothesized that NCOA4-mediated ferritinophagy would function as an alternative iron source when neuronal iron uptake is limited. To test this, HT22 cells were transfected with siRNA to silence NCOA4. Successful depletion of NCOA4 by RNAi was confirmed at mRNA (Figure 2A) and protein levels (Figure 2B). As in untransfected cells, a progressive decline in ferritin and a corresponding increase in NCOA4 in response to DFO treatment occurred in control cells (cells receiving scrambled siRNA) (Figure 2C). NCOA4 deficiency *per se* resulted in a ∼50% drop in ferritin abundance (Figure 2B). However, the response of ferritin to iron restriction was absent in NCOA4-depleted cells (Figure 2C). Accordingly, ferritin levels in NCOA4-deficient cells ended up being higher than those in control cells when both groups of cells were treated with DFO for 24 h. While DFO treatment or NCOA4 deficiency alone did not influence cell viability, the combination of the two led to morphological changes (Figure 2D) and compromised viability of HT22 cells (Figure 2E). Overall, these data indicate that NCOA4 plays a larger role in ferritin turnover in neurons under iron depletion, and ferritinophagy constitutes a primary route of iron supply when neuronal iron import is restricted.

**FIGURE 2:**
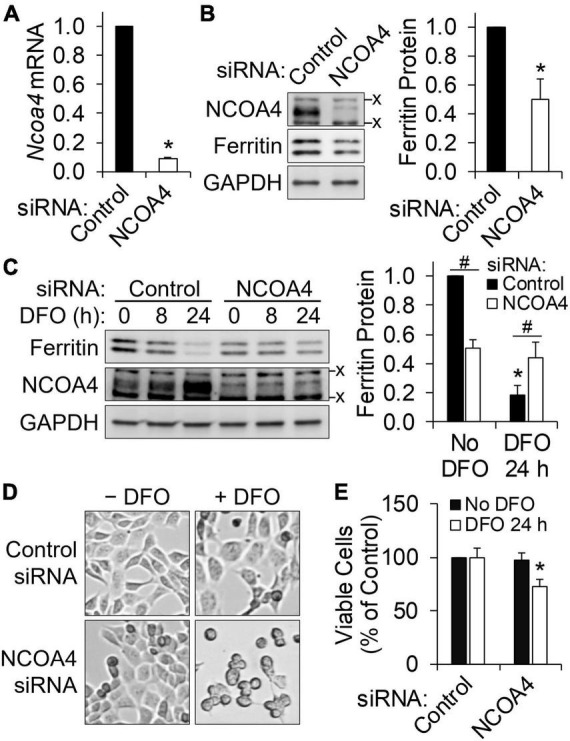
HT22 neuronal cells require NCOA4 for ferritin turnover and survival during iron restriction. NCOA4 was knocked-down *via* liposome-mediated siRNA delivery, and DFO (100 μM) was added to induce iron deficiency. **(A)** siRNA-induced *Ncoa4* knockdown confirmed by qPCR, normalized to *Tbp* levels. **(B)** Loss in ferritin protein by NCOA4 depletion. Ferritin quantitation was normalized to GAPDH. **(C)** NCOA4 deficiency impairs the repression of ferritin by iron restriction. *P < 0.05 by DFO; ^#^*P* < 0.05 by NCOA4 depletion. **(D,E)** Morphological changes **(D)** and reduced viability **(E)** of NCOA4-depleted HT22 neuronal cells by iron restriction. Data presented as mean ± SD of *n* = 3–6 independent experiments. *P < 0.05 compared with control levels. x, non-specific band. siRNA, small interfering RNA; qPCR, quantitative real-time PCR.

### 3.3. Quantitative proteomic analysis reveals the role of NCOA4 in cellular iron homeostasis and mitochondrial function, with potential implications for neurodegenerative disease pathology

Bioinformatic analysis of omics data permits prediction of the pathophysiological and organismal implications of *in vitro* treatments. To evaluate the roles of NCOA4 in the HT22 neuronal cell line, we performed proteomics analysis to determine differential expression patterns induced by the loss of NCOA4. Employment of quantitative proteomics as our initial omics analysis concerned the post-transcriptional regulatory mechanisms for genes involved in iron homeostasis and storage (4, 7, 8). Of relevance are NCOA4 and ferritin, which primarily respond to iron status at the protein but not the transcript level (7, 8). Remarkably, the iron regulatory protein IRP2 (IREB2_MOUSE) was identified as one of the proteins upregulated the most in response to NCOA4 depletion (Figure 3A). The turnover of IRP2 is facilitated by cytosolic iron in a proteasome-dependent manner (4). Thus, elevated IRP2 abundance is indicative of functional iron deficiency. Additionally, the decline in ferritin expression induced by NCOA4 deficiency, which was initially identified by western blot analysis (Figure 2B), was confirmed by lower counts of FTH and FTL peptides in the proteomics dataset (Supplementary Dataset 1).

**FIGURE 3:**
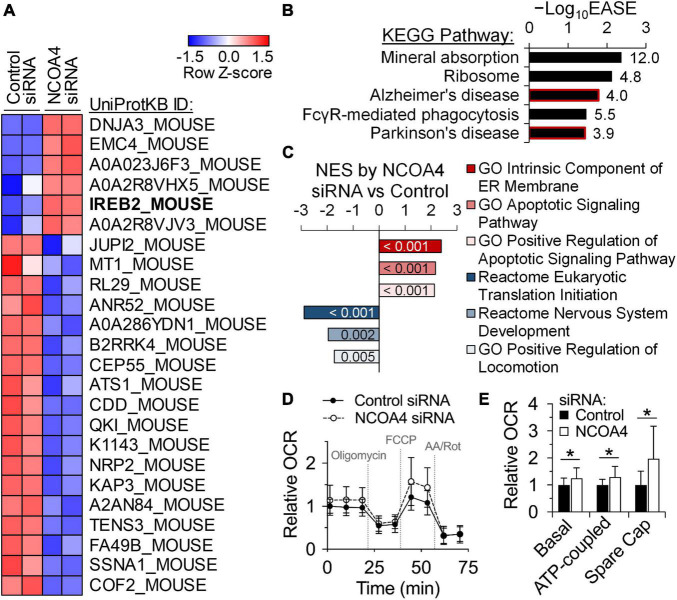
Quantitative proteomics identify roles of NCOA4 in apoptosis, translation, and neuronal functioning and development. Protein expression profiles of control and NCOA4-depleted HT22 cells were compared using the tandem mass tag quantitative proteomics approach. **(A)** Expression of proteins with FC values above 2.0 or below -2.0, and *P* < 0.05. Heatmap was generated with Z-scores of Log_2_-transformed normalized expression values. **(B)** KEGG Pathways enriched by DE proteins of NCOA4-depleted cells with |FC| > 1.5 and *P* < 0.05, which were identified using the DAVID functional annotation analysis. EASE Score is a modified Fisher’s exact *P*-value from the DAVID tool. Numbers next to each bar indicate fold enrichment for DE proteins. **(C)** Normalized enrichment scores (NES) of gene sets significantly enriched by proteins DE by NCOA4 depletion (*P* < 0.05) from GSEA. Numbers in each bar indicate *P*-value of enrichment by the DE proteins. **(D)** Effects of NCOA4 depletion on real-time OCRs after treatments of oligomycin, FCCP, and antimycin A/rotenone. Individual well OCR values were normalized to cell density. Data from *n* = 3 independent cultures and are presented as mean ± SD. **(E)** Basal respiration, ATP-coupled respiration, and spare respiratory capacity (Spare Cap) calculated from OCR measurements **(D)**. *P < 0.05 compared with control levels. FC, fold-change; KEGG, Kyoto Encyclopedia of Genes and Genomes; DE, differentially expressed; DAVID, Database for Annotation, Visualization, and Integrated Discovery; GSEA, Gene Set Enrichment Analysis; OCR, oxygen consumption rate.

To ascertain the pathophysiological implications of the differential expressions by NCOA4 deficiency, proteins with significant increases of more than 1.5-fold were subjected to bioinformatic pathway analyses. Over-representation analysis using the DAVID tools identified significant enrichment of gene sets associated with mineral absorption, ribosomes, and the neurodegenerative disorders, Alzheimer’s disease, and Parkinson’s disease (Figure 3B and Supplementary Table 2). Functional class sorting by the Gene Set Enrichment Analysis (GSEA) of upregulated proteins revealed “endoplasmic reticulum membrane” and “apoptotic signaling pathway” as the enriched gene sets in NCOA4-deficient cells (Figure 3C and Supplementary Figure 1). The reactome of nervous system development and positive regulation of locomotion were among the gene sets enriched in the analysis of proteins significantly downregulated by NCOA4 depletion (Figure 3C and Supplementary Figure 1).

One of the main roles of iron in cell biology is regulation of mitochondrial oxidative phosphorylation by providing prosthetic groups for TCA cycle and electron transport chain enzyme protein subunits. The list of proteins significantly upregulated by the loss of NCOA4 included proteins integral to mitochondrial function and respiration (Supplementary Dataset 1). Of relevance were the proteins DnaJ homolog subfamily A member 3 (DNAJA3), cytochrome c oxidase subunit 2 (COX2), dihydrolipoyllysine-residue acetyltransferase component of pyruvate dehydrogenase complex (DLAT), and the mitochondrial fission 1 protein (FIS1). Thus, we determined if the expression of NCOA4 affects real-time cellular oxygen consumption rate (OCR) in HT22 cells (Figure 3D). DFO treatment decreased all measures of mitochondrial-specific respiration (Supplementary Figure 2). Combining DFO treatment with *Ncoa4* knockdown did not alter the magnitude or direction of the DFO effects (Supplementary Figure 2). However, *Ncoa4* knockdown alone increased all aspects of mitochondrial respiration including basal, ATP-coupled and maximal respiration (Figure 3E), demonstrating the functional relevance of the increased mitochondrial protein abundance quantified by proteomics. The spare respiratory capacity of HT22 cells was also increased by NCOA4 knockdown, indicating an elevated ability to respond to metabolic stress (Figure 3E). Non-mitochondrial respiration, coupling efficiency, and proton leak levels were not altered.

### 3.4. Loss of NCOA4 impairs the response of IRP2 to iron restriction in HT22 cells

The accumulation of IRP2 by NCOA4 depletion, which had been initially identified by quantitative proteomic analyses (Figure 3A), was confirmed by western analyses (Figure 4A). An E3 ubiquitin ligase, FBXL5, promotes IRP2 turnover when the cytosolic LIP expands (28). Conversely, a reduction in LIP results in the upregulation of IRP2, which represses the translation of ferritin transcripts by binding to their IRE. Thus, the net reduction in ferritin (despite impaired ferritinophagy) by NCOA4 depletion could be attributed to the concomitant IRP2 activity (Figure 4B). Next, we determined how DFO-mediated restriction of iron import influences IRP2 in NCOA4-deficient cells. DFO treatment induced a progressive accumulation of IRP2 in control cells (treated with scrambled siRNA), reaching a 5-fold increase after 24 h of treatment (Figure 4C). However, IRP2 abundance did not change in response to DFO treatment in NCOA4-deficient cells. The mRNA of *Tfrc* contains five IREs at its 3′-UTR, and thus is stabilized by increased IRP activity. In agreement with the lack of IRP2 regulation by DFO in NCOA4-deficient cells, *Tfrc* transcript abundance no longer responded to iron restriction when cells were deficient of NCOA4 (Figure 4D). Notably, *Tfrc* transcript abundance was not affected by NCOA4 depletion when the cells did not receive DFO (Figure 4D), despite their higher IRP2 levels (Figure 4A). Unlike iron restriction, iron supplementation produced a change in IRP2 levels in both control and NCOA4-depleted HT22 cells (Figure 4E).

**FIGURE 4:**
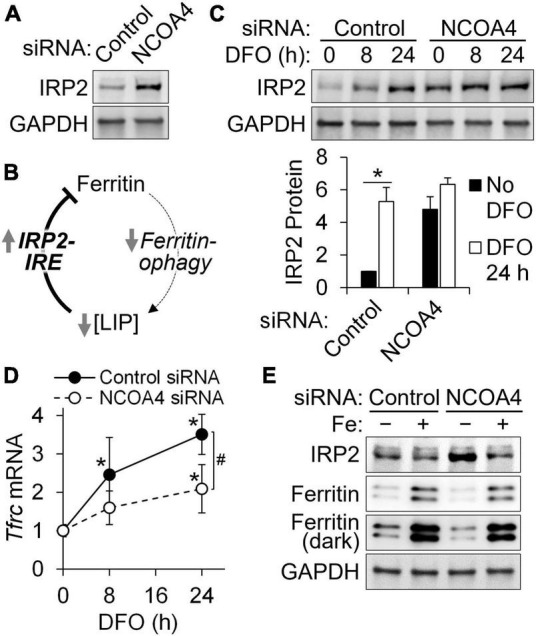
NCOA4 depletion impairs the adaptive responses of iron genes to cellular iron restriction in HT22 cells. HT22 cells were treated with *Ncoa4* siRNA to knockdown NCOA4 expression. **(A)** Accumulation of IRP2 protein by NCOA4 depletion. **(B)** Schematic model of IRP2-mediated ferritin repression by NCOA4 depletion. **(C)** Loss in IRP2 responses to iron restriction in NCOA4-depleted cells. DFO was added at 100 μM. IRP2 quantitation was normalized to GAPDH. **(D)** NCOA4 depletion represses the responses of *Tfrc* mRNA to iron restriction (DFO, 100 μM). Transcript abundance is relative to control siRNA-treated cells without DFO, and was normalized to that of *Tbp*. **(E)** IRP2 and ferritin remain responsive to supplemental iron in NCOA4-depleted HT22 cells. Iron was added as ferric ammonium citrate at 200 μM for 24 h. Data in panels **(C,D)** are presented as mean ± SD, and are from *n* = 3–5 independent experiments. *P < 0.05 by DFO; ^#^*P* < 0.05 by NCOA4 depletion. DFO, desferrioxamine; LIP, labile iron pool.

### 3.5. Functional enrichment analyses of the transcriptome of NCOA4- and iron-deficient HT22 cells reveal neurological implications of ferritinophagy during iron deficiency

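RNA was sequenced from HT22 cells, an immortalized line of mouse hippocampal neuronal cells, in 12 libraries. They formed 4 groups of 3 biological replicates. Cells received control siRNA (siControl) or Ncoa4 siRNA (siNCOA4) at 12.5 nM, each without or with the iron chelator DFO at 100 µM for 24 h. Libraries were prepared with a stranded total RNA kit for low input and read as 75-bp pairs. The authors deposited 1 value per gene and library in FPKM, for 24347 gene entries. By its name this unit is fragments per kilobase of transcript scaled to the mapped fragments of the library. Median-of-ratios factors of the values lay between 1.0021 and 1.0127, so a further scaling between libraries before deposit is possible. It would enter the relative depth given below. The paper's text does not name the aligner, the quantification tool, the genome build or the annotation and states that edgeR was used for normalization and differential expression analysis. Of the entries, 24343 with a unique name were used, and 6929 of these were listed at 0 in all 12 libraries. FPKM keeps no total count per library. Relative depth was therefore taken from 632 genes with at least 100 raw reads per library in the study's supplementary dataset, of whose DFO sheet 1996 genes were used against the 2091 it reports. With siControl replicate 1 set to 1, depth had a median of 1.16 in siControl (range 1 to 1.24) and 1.295 in siNCOA4 (1.26 to 1.40). It was 1.15 in DFO-treated siControl cells (1.04 to 1.23) and 1.09 in DFO-treated siNCOA4 cells (0.931 to 1.19), a span of 1.51-fold. The FPKM of all genes summed to between 565558 and 737313 per library. Small RNA genes, such as snoRNAs and microRNAs, held between 40.6 and 44.7% of this sum in siControl and between 38.6 and 43.2% in siNCOA4. With DFO they held between 45.3 and 48.6% in siControl cells and between 50.6 and 54.4% in siNCOA4 cells. Log2 values of replicates correlated within groups at r from 0.926 to 0.955 across genes, which are not independent replicates.

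Ncoa4, the siRNA target, was examined in each library. Its FPKM was 6.46, 6.19 and 6.02 in siControl replicates 1 to 3 and 0.770, 0.952 and 0.891 in siNCOA4. In DFO-treated cells it was 8.70, 8.31 and 7.52 with control siRNA and 0.850, 1.29 and 1.57 with Ncoa4 siRNA, so that every library labelled siNCOA4 lay below every siControl library. Of the 75-base windows of its transcript, 41.4% also occur in Gm6768, and reads from them could be assigned to either gene. Changes were tested with limma on log2(FPKM + 0.1), which understates the fold changes of low genes. Genes with an FPKM of at least 0.5 in at least 3 libraries were tested, 11924 in all, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. As in the study, genes with a fold change above 2 and an adjusted p below 0.05 were called differentially expressed. On this scale Ncoa4 fell by 2.71 log2 units in siNCOA4 (standard error 0.21, adjusted p = 1.25e-05) and by 2.67 in siNCOA4 plus DFO relative to DFO alone (adjusted p = 2.83e-05). The first of these values moved most with a pseudocount of 1, to -1.95. Over its alternatives the adjusted p ranged from 5.19e-06 to 0.00126.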

For a more comprehensive assessment of the pathophysiological implications of the interactions between ferritinophagy and neuronal iron status, the transcriptome of HT22 cells deficient in NCOA4, iron import, or both were profiled *via* RNA-seq and analyzed bioinformatically. Initially, we compared the transcriptome and proteome profiles of control and NCOA4-deficient cells to identify 64 genes responsive to NCOA4 depletion at both transcript and protein levels (Supplementary Figure 3). 

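The study's list of proteins with a fold change above 1.5 and P below 0.05 held 137 entries with a gene symbol. Of these, 133 were among the FPKM values and 132 passed the filter on low values. The transcripts of 59 had an adjusted p below 0.05 between siNCOA4 and siControl (limma, Benjamini-Hochberg adjustment over all genes tested), 11 of them higher and 48 lower in siNCOA4. With p-values adjusted over the list alone there were 74. The share was 44.7% of the list against 11.7% of all genes tested. Of the 59, 22 also had a fold change above 2. The count lay between 54 and 61 under the alternatives, which kept all libraries, and between 49 and 66 when 1 library at a time was left out. The largest rises of transcripts on the list were in Galnt7, Igtp and Ero1l. Galnt7 increased from 9.69 ± 0.964 to 22.3 ± 1.63 FPKM (mean ± SD, n = 3), a log2 fold change of 1.20 (standard error 0.12, adjusted p = 9.19e-05). Igtp changed by 0.90 (adjusted p = 0.00388) and Ero1l by 0.88 (adjusted p = 7.4e-04). The largest falls were in Cfl2, Mmp14 and R3hdm4. Cfl2 went from 27.6 ± 2.04 to 6.54 ± 1.93 FPKM, a log2 fold change of -2.11 (standard error 0.18, adjusted p = 2.45e-05). Mmp14 changed by -2.00 (adjusted p = 9.12e-07) and R3hdm4 by -1.91 (adjusted p = 9.88e-06). For each of these 6 genes the siNCOA4 and siControl groups differed by more than the spread between replicates, although 3 libraries against 3 allow no exact permutation p below 0.1.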

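Between siNCOA4 and siControl, 212 of the 11924 genes tested were differentially expressed, 96 higher and 116 lower. The count depended most on the fold change threshold, since 1399 genes had an adjusted p below 0.05 whatever their fold change. It fell to 112 with a pseudocount of 1. The largest rises among genes with non-overlapping groups were in Gm15386, Hist1h2ao and 4833427G06Rik. Gm15386 was listed at 0 in all siControl libraries and at 2.19 to 5.54 FPKM in siNCOA4 (adjusted p = 0.044). The log2 fold change of Hist1h2ao was 4.46 (adjusted p = 0.0124), and that of 4833427G06Rik was 4.31 (adjusted p = 2.93e-04). With pseudocounts of 1 and 0.01 they were 2.29 and 6.668 for Hist1h2ao and 1.96 and 6.579 for 4833427G06Rik. The largest falls were in Mir763, Dynlt1f and Ncoa4. Mir763 was listed at 22.2 to 89.5 FPKM in siControl and at 0 in all siNCOA4 libraries (adjusted p = 0.0117). Dynlt1f had a log2 fold change of -3.88 (adjusted p = 0.0438). The calls of Gm15386 and Dynlt1f did not hold under all settings. Over the alternatives the adjusted p of Gm15386 reached 0.0803 and that of Dynlt1f reached 0.0981, while they rose to 0.132 for Gm15386 without siNCOA4 replicate 2 and to 0.147 for Dynlt1f without siNCOA4 replicate 3. For Hist1h2ao it reached 0.0787 over the alternatives and 0.0551 without siNCOA4 replicate 2. Hist1h2ao and Dynlt1f belong to families of closely related genes among which the quantification could split reads. The network analysis itself was made with Ingenuity Pathway Analysis and was not run here.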

Functional network analyses of transcriptome data revealed neurological disease and nervous system development and function as part of the functional networks associated with NCOA4 deficiency (Supplementary Figure 4).

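DFO alone, relative to siControl, changed 2244 genes, 1319 higher and 925 lower, and siNCOA4 together with DFO changed 1809, 1102 higher and 707 lower. Without a fold change threshold, 6365 and 5819 genes had an adjusted p below 0.05. With 1 library left out at a time the counts stayed between 2149 and 2258 for DFO and between 1658 and 1957 for the combination. Among DFO-responsive genes with non-overlapping groups, the largest rises were in Snord66, Sprr1a and Krt16. Sprr1a reached 43.4 ± 5.16 FPKM, a log2 fold change of 7.66 (adjusted p = 3.6e-06). The size of this change depended on the pseudocount, at 5.164 with 1 and 9.923 with 0.01. Krt16 was listed at 0 in all siControl libraries and at 8.03 to 14.6 FPKM with DFO (adjusted p = 2.03e-07). Snord66, a small RNA gene, had a log2 fold change of 10.15 (adjusted p = 0.0407), and its adjusted p was 0.141 without siControl replicate 1 or replicate 3 and reached 0.0997 over the other alternatives. Dynlt1f and Mfap4 were listed at 0 in all DFO-treated siControl libraries, against 3.01 to 4.67 and 1.90 to 2.45 FPKM in siControl (adjusted p = 0.00166 and 7.84e-04). Lrrc17 changed by -4.41 (adjusted p = 6.64e-05), or by -1.858 with a pseudocount of 1 and -6.808 with 0.01.

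With siNCOA4 plus DFO the largest rises were in Ces2e, 4833427G06Rik and Cd80. Ces2e was listed at 0 in all siControl libraries and at 11.1 to 16.0 FPKM in the treated ones (adjusted p = 5.21e-08), 4833427G06Rik changed by 6.54 (adjusted p = 1.09e-06) and Cd80 by 6.50 (adjusted p = 8.87e-07). With pseudocounts of 1 and 0.01 these changes were 3.916 and 8.839 for 4833427G06Rik and 4.259 and 7.879 for Cd80. The largest falls were in Dynlt1f, Hist1h2ad and Hist1h2bb. Hist1h2bb went from 202 ± 11.1 to 20.1 ± 12.8 FPKM, a log2 fold change of -3.51 (adjusted p = 2.87e-06), with 36.6% of its 75-base windows shared with other genes. Dynlt1f changed by -4.23 (adjusted p = 0.00774). Hist1h2ad changed by -3.90 (adjusted p = 0.0325), and its adjusted p reached 0.0841 over the alternatives and 0.141 without siNCOA4+DFO replicate 2. Relative to DFO alone, the combination changed 249 genes, 128 higher and 121 lower. Gm19705, listed at 0 in all DFO-treated siControl libraries, was listed at 1.36 to 3.11 FPKM in the DFO-treated siNCOA4 libraries (adjusted p = 1.55e-04). Naip7 rose by 2.71 (adjusted p = 0.013) and Ogn by 2.55 (adjusted p = 0.00156) on the log2 scale. Apart from Ncoa4, the largest falls were in Krt16, by -2.32 (adjusted p = 0.00656), and Ccl4, by -2.11 (adjusted p = 0.0176). Over their alternatives the adjusted p of Naip7, Krt16 and Ccl4 reached 0.0719, 0.127 and 0.0866, and that of Ccl4 was 0.0788 without siControl+DFO replicate 2.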

Among the entire RNA-seq dataset, the set of genes differentially regulated in HT22 cells deficient in both ferritinophagy and iron import, a condition which led to cytotoxicity, was of particular interest. 

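The 3 comparisons with siControl divided the differentially expressed genes as follows. In siNCOA4 alone 60 genes were called and in DFO alone 840, while 10 were shared by these. The combination shared 49 genes with siNCOA4 and 1301 with DFO, and 93 were called in all 3 comparisons. The combination of Ncoa4 siRNA and DFO had 366 genes that were called in neither single treatment, 178 higher and 188 lower than in siControl. This count depended on the thresholds. It was 32 when the log2 fold change had to exceed 1 in the combination and stay below 0.5 in both single treatments, and 912 with an adjusted p below 0.05 as the sole criterion in all 3 comparisons. Leaving out 1 library at a time gave counts from 363 to 429. The largest rises among the 366 were in Ppp1r14d, with a log2 fold change of 4.13 (adjusted p = 0.00304, limma with Benjamini-Hochberg adjustment), Pla2g1b, with 3.49 (adjusted p = 0.0366), and Gm13238, with 2.95 (adjusted p = 0.00305). That of Ppp1r14d was 1.843 with a pseudocount of 1 and 6.39 with 0.01. The largest falls were in Hist2h2aa1, with -3.00 (adjusted p = 0.0465), Mthfsl, with -2.13 (adjusted p = 0.0432), and Ppapdc3, with -1.91 (adjusted p = 0.00384). The calls of Pla2g1b, Hist2h2aa1 and Mthfsl did not hold under all settings, and their adjusted p reached 0.0646, 0.0997 and 0.127 over the alternatives. It was 0.11 for Pla2g1b without siControl replicate 3, 0.16 for Hist2h2aa1 without siNCOA4+DFO replicate 3 and 0.146 for Mthfsl without siControl replicate 1. The study's own sheet for the combination lists 1615 genes, of which 1596 were tested here. Across these genes the log2 fold changes correlated with the study's at r = 0.977 (genes are not independent replicates), 1594 had the same sign and 1475 were called here. By the fold changes and FDR values that the sheet prints, 290 of its genes were exclusive to the combination, fewer than the count in the paper's text. Of these, 286 were tested here, 239 were called in the combination and 199 were exclusive to it.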

A sum of 304 transcripts with fold-changes (FC) above 2 and adjusted FDR *q*-values below 0.05 were identified exclusively in cells treated with *Ncoa4* siRNA and DFO together (Figure 5A). The expression trend of these genes suggests that ferritinophagy can support neurons in attenuating the magnitude of gene responses produced by restricted iron import, and vice versa (Figure 5B). 

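The 366 exclusive genes were standardized over the 4 group means of log2(FPKM + 0.1). Among the 178 that were higher in the combination, the median standardized value was -1.04 in siControl, -0.36 in siNCOA4, 0.21 with DFO and 1.15 with both. Among the 188 lower genes it was 1.12, 0.30, -0.20 and -1.14. The genes were selected for being past the thresholds in the combination alone, which by itself places the single treatments between the ends. In 100 simulated data sets with purely additive effects, the same selection gave a median of -0.317 (lowest and highest draw -0.367 and -0.269) in siNCOA4 and 0.212 (0.148 and 0.268) with DFO for the higher genes. For the lower genes it gave 0.328 (0.284 and 0.367) in siNCOA4 and -0.247 (-0.282 and -0.197) with DFO. All 4 observed medians of the single treatments lay inside these draws. These simulations gave a mean of 1009.81 exclusive genes. When only the effects with an adjusted p below 0.05 were kept in the simulation, the mean was 479.53 genes, and the medians were -0.501 (-0.588 and -0.393) and 0.386 (0.313 and 0.468) for the higher genes and 0.387 (0.237 and 0.504) and -0.301 (-0.392 and -0.238) for the lower genes. Of the observed medians, that of the lower genes in siNCOA4 was the one inside the draws of this second simulation. The median log2 fold change of the higher genes was 0.42 in siNCOA4, 0.80 with DFO and 1.25 with both, and the sum of the single changes had a median of 1.19. For the lower genes the medians were -0.46, -0.76 and -1.21, with a median sum of -1.20. DFO alone moved 348 of the 366 genes in the direction of the combination, 208 of them with an adjusted p below 0.05, and siNCOA4 alone moved 321, 96 of them with an adjusted p below 0.05. The combined change was larger than the sum of the single changes in 211 genes, 57.7%, against a mean of 65.7% (lowest and highest draw 62.1 and 70.0) in the simulations with all additive effects and 70.6% (66.4 and 75.5) in the others. The difference between the combined change and the sum, tested as an interaction in limma, had an adjusted p below 0.05 in 3 genes, 1 when adjusted over the list alone, and an unadjusted p below 0.05 in 55, with a change larger than the sum in 35 of these. In the additive simulations the adjusted p was below 0.05 in a mean of 0.01 exclusive genes, at most 1, in those with all effects and in 0 in the others. Among all 11924 genes tested, an unadjusted interaction p below 0.05 was found in 2167. The share with an unadjusted p below 0.05 was 15.0% of the 366, against a mean of 5.61% (lowest and highest draw 4.13 and 7.14) and 7.065% (4.74 and 11.2) in the simulations. It was 20% with a pseudocount of 1, and with 1 library left out it ranged from 9.80% without siControl+DFO replicate 2 to 17.3% without siNCOA4+DFO replicate 2. Leaving out 1 library at a time gave from 0 genes (without siNCOA4 replicate 3) to 9 (without siNCOA4+DFO replicate 1) in place of the 3. The combination differed from DFO alone with an adjusted p below 0.05 in 115 of the genes.

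**Figure D1:**
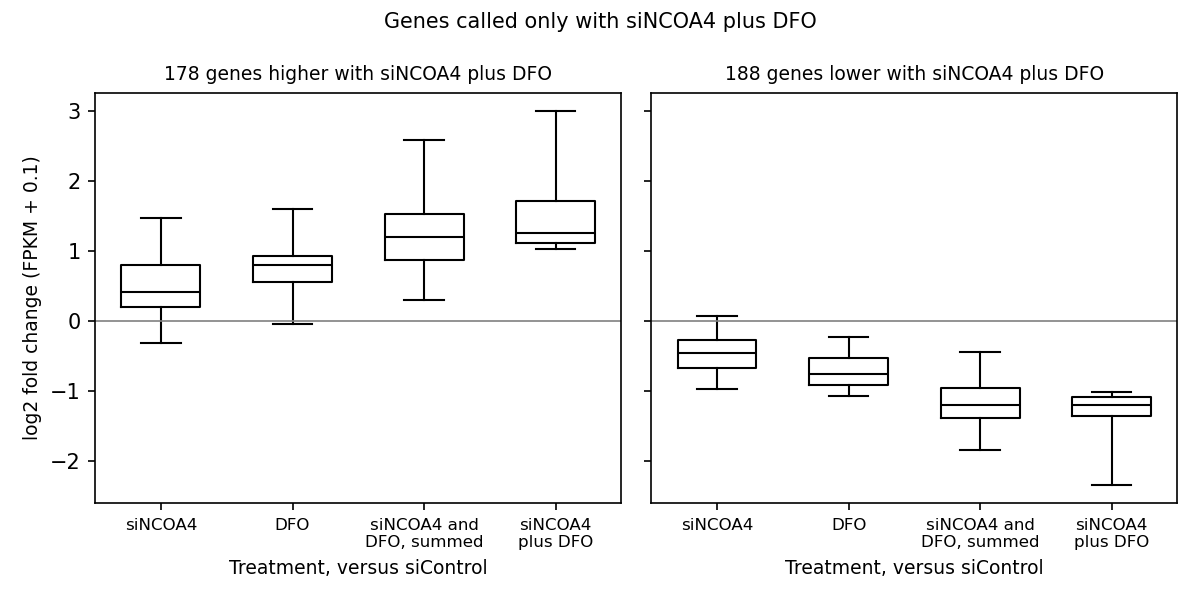
Log2 fold changes (FPKM + 0.1) relative to siControl of the 178 higher and 188 lower genes exclusive to siNCOA4 plus DFO, in siNCOA4, with DFO, as the sum of these changes and with both treatments. Boxes show quartiles with the median, whiskers the 5th and 95th percentiles. The median of the summed changes, 1.19 and -1.20, lies close to that of the combination, 1.25 and -1.21.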

Neuronal cell death, apoptosis, and differentiation of neurons were among the diseases and biofunctions predicted as activated by the simultaneous losses in ferritinophagy and iron import in HT22 cells (Figure 5C). 

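The activation scores were computed with Ingenuity Pathway Analysis, which was not run here. Lists of 24 pro-apoptotic and 10 anti-apoptotic genes, chosen in advance, were tested with limma's camera, which compares a list with all other genes, using a preset correlation of 0.01 between genes. P-values were adjusted by the Benjamini-Hochberg method over 50 tests of 10 lists in 5 comparisons. The pro-apoptotic genes, 21 of which were tested, had a median log2 fold change of 0.10 in siNCOA4 plus DFO relative to siControl (adjusted p = 0.398), with 12 of 21 higher. With DFO alone the median was 0.13 (adjusted p = 0.397). The anti-apoptotic genes had a median of 0.20 (adjusted p = 0.348) in the combination, with 7 of 10 higher, and 0.10 (adjusted p = 0.294) with DFO alone. Neither list differed from the other genes in these tests. Some members changed by more than the spread between replicates. Of the pro-apoptotic list, 14 genes had an adjusted p below 0.05 in the combination, and also 14 when adjusted over the list alone. The largest changes were in Fas, with a log2 fold change of 3.36 (adjusted p = 8.41e-07), Bbc3, with 2.52 (adjusted p = 3.75e-06), and Apaf1, with 2.30 (adjusted p = 1.93e-08). With DFO alone Fas rose by 4.54 (adjusted p = 4.83e-08), Bbc3 by 3.47 (adjusted p = 2.03e-07) and Apaf1 by 2.31 (adjusted p = 1.16e-08). Bmf, also among the 3 largest changes of the list with DFO alone, fell, by -1.709 with a pseudocount of 1 and -5.478 with 0.01. In the combination relative to DFO alone, Bmf had the largest change of the list and was the 1 member called higher. Relative to DFO alone, the combination changed Fas by -1.18 (adjusted p = 0.01), Bbc3 by -0.95 (adjusted p = 0.0181) and Apaf1 by -0.01 (adjusted p = 0.957), the last at 0.11 under quantile normalization and from -0.07 to 0.07 with 1 library left out, the highest without siNCOA4+DFO replicate 3. That of Bbc3 did not pass without siControl+DFO replicate 1 or 2 (adjusted p = 0.0578 and 0.072), without siNCOA4+DFO replicate 3 (0.0597) or in a fit of the compared groups alone (0.0501), the highest of its other alternatives, which started at 0.0126. Of the anti-apoptotic list, 4 genes passed in the combination, 4 also when adjusted over the list alone, with the largest changes in Mcl1 (0.91, adjusted p = 2.64e-06), Birc2 (0.85, adjusted p = 1.77e-04) and Cflar (0.64, adjusted p = 0.00162). These 3 genes rose by 1.32, 0.73 and 1.05 with DFO alone (adjusted p = 8.66e-08, 5.08e-04 and 3.38e-05). The result depended on the list test. Limma's fry, which asks whether the members moved in one direction without comparing them with the other genes, gave the pro-apoptotic genes an adjusted p of 1.93e-04 in the combination and the anti-apoptotic genes 8.3e-04, with the same medians. Over all alternatives the adjusted p ranged from 1.93e-04 to 0.551 and from 8.3e-04 to 0.484. Removing siControl replicate 3 lowered the pro-apoptotic median in the combination to 0.02 and removing siControl replicate 1 raised it to 0.19. The anti-apoptotic median in the combination ranged from 0.11 without siNCOA4+DFO replicate 3 to 0.31 without siNCOA4+DFO replicate 1.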

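A list of 32 neuron development genes, chosen in advance, was tested in the same way. Of these, 18 were expressed above the filter in HT22 cells. In siNCOA4 plus DFO relative to siControl their median log2 fold change was 0.14 (adjusted p = 0.894 from limma's camera, Benjamini-Hochberg adjustment), with 10 of 18 higher. In siNCOA4 alone the median was -0.22 (adjusted p = 0.208, 13 of 18 lower) and with DFO alone 0.14 (adjusted p = 0.795). None of the 3 differed from the other genes in this test. Under fry the adjusted p in siNCOA4 alone was 0.0304, and over all alternatives it ranged from 0.0304 to 0.538. The median there was -0.06 without a filter, -0.11 without siControl replicate 1, and -0.14 without siNCOA4 replicate 3. The direction of the median with DFO alone depended on the filter, since it was -0.03 with an FPKM of at least 2 required and 0.00 without a filter. With siControl replicate 2 left out it was 0.02 and with siControl replicate 1 left out 0.27. In the combination it was 0.07 and 0.23 without these libraries. Members moved in both directions, and 9 of the 18 had an adjusted p below 0.05 in the combination, 9 also when adjusted over the list alone. Nrp2 changed by -2.85 (adjusted p = 8.74e-08), L1cam by 2.05 (adjusted p = 0.00547) and Sema3a by -1.50 (adjusted p = 4.81e-04) on the log2 scale. L1cam was the one of these that did not pass under all settings, with an adjusted p up to 0.0811. With DFO alone these 3 genes changed by -1.97, 2.66 and -2.06 (adjusted p = 1.16e-06, 8.88e-04 and 3.58e-05).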

Neuronal development pathways of neurons were affected in the opposite manner, indicating NCOA4-mediated ferritinophagy is necessary for gene programs important for normal iron-dependent neuron development.

**FIGURE 5:**
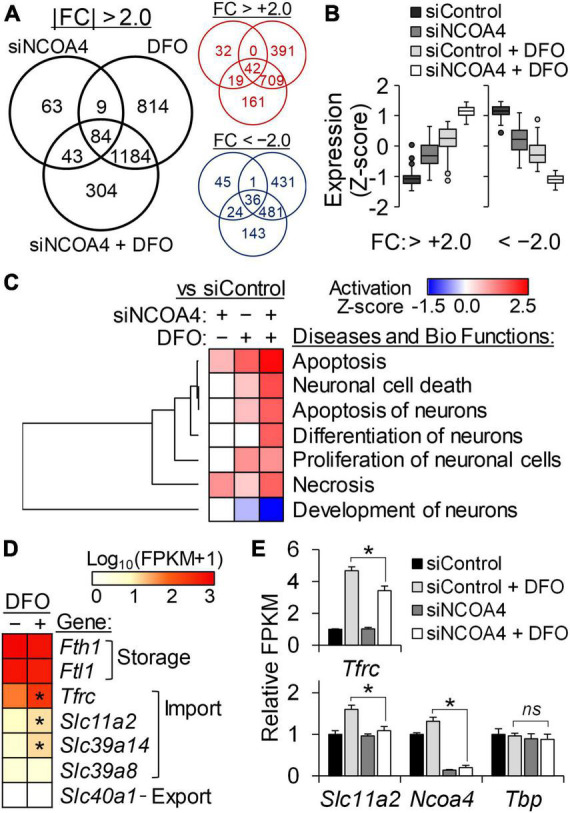
Transcriptome analysis reveal a protective role of NCOA4 against apoptosis induced by neuronal iron deficiency. Transcripts responsive to NCOA4 depletion by siRNA (siNCOA4), iron deficiency (DFO), and a combination of the two (siNCOA4 and DFO) were identified by RNA-seq (*n* = 3 biological replicates). DFO was treated at 100 μM for 24 h. **(A)** Numbers of differential expressions shared by or exclusive to each treatment are shown in the black Venn diagram. Transcripts with | FC| > 2.0 and FDR-adjusted *P* < 0.05 vs control siRNA (siControl) were considered DE. Venn diagrams in red and blue indicate the numbers of upregulated and downregulated genes, respectively, by each treatment. **(B)** Expression pattern of DE genes exclusively identified in cells treated with siNCOA4 plus DFO. For each gene, expression values of all treatment groups were standardized by Z-score transformation to yield a mean of zero and SD of one. **(C)** Comparisons among the IPA activation Z-scores of neuron-related Diseases and Bio Functions by genes responsive to siNCOA4, DFO, and siNCOA4 plus DFO. IPA core analyses was performed for DE by each treatment (vs siControl), and further analyzed by comparison analysis. Neuron-related Diseases and Bio Functions with significant activation Z-scores by siNCOA4 plus DFO vs siControl are shown (*P* < 0.05). **(D)** Relative transcript abundance of genes for cellular iron homeostasis determined by RNA-seq FPKM. Gene expression data was ranked by mean FPKM values of siControl cells, and presented as Log_10_(FPKM + 1). *P < 0.05 by DFO. **(E)** Less *Tfrc* and *Slc11a2* transcript responses to iron restriction in NCOA4-depleted cells. Data are shown as mean ± SD of FPKM from *n* = 3 biological replicates. *P < 0.05 by NCOA4 depletion; ns, not significantly different; siNCOA4, *Ncoa4* siRNA; siControl, control siRNA; DFO, desferrioxamine; DE, differentially expressed; FC, fold-change; FDR, false discovery rate; vs, versus.

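In siControl cells the FPKM of Fth1 was 1314 ± 25.0 and that of Ftl1 907 ± 64.5 (mean ± SD, n = 3). Ranked by mean FPKM among the 13865 genes listed above 0 in siControl, Fth1 was at position 51 and Ftl1 at 76. The transferrin receptor gene Tfrc had 70.3 ± 2.02 FPKM and rank 955. Of the other transporters, Slc11a2 had 9.03 ± 0.810 FPKM (rank 6701), Slc39a14 had 4.65 ± 0.558 (rank 8617) and Slc39a8 had 4.56 ± 0.276 (rank 8665). The difference between the ferritin and transporter genes exceeded the spread between replicates in all of these pairs. FPKM of different genes also depends on how reads shared with other genes were assigned. Of the 75-base windows of the Ftl1 transcript, 69.9% occur in other genes, most of them pseudogenes, against 2.3% for Fth1. None of the windows of Tfrc, Slc11a2, Slc39a14 or Slc39a8 occur in another gene.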

The normalized gene expression values of iron homeostasis genes determined by RNA-seq indicated higher expression values of genes involved in cytosolic iron storage, *Fth1* and *Ftl1*, than those involved in transmembrane transport of the metal in HT22 cells. Among these, the transcript levels of iron importers *Tfrc*, *Slc11a2*, and *Slc29a14* were found to be iron responsive (Figure 5D). 

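With DFO, Tfrc rose from 70.3 to 328 ± 17.2 FPKM (mean ± SD, n = 3), a log2 fold change of 2.22 (standard error 0.09, adjusted p = 3.08e-09 from limma with Benjamini-Hochberg adjustment over all genes tested). Slc11a2 rose to 14.4 ± 0.927 FPKM, a log2 fold change of 0.67 (standard error 0.11, adjusted p = 2.43e-04). Slc39a14 rose to 16.0 ± 0.789 FPKM, a log2 fold change of 1.77 (standard error 0.17, adjusted p = 4e-06). Each of these 3 genes was higher in every DFO-treated library than in every siControl library, for which the smallest exact permutation p that 3 libraries against 3 allow is 0.1. Slc39a8, at 3.89 ± 1.42 FPKM with DFO, changed by -0.28 (adjusted p = 0.346), within the spread between replicates, and by -0.06 without siControl+DFO replicate 1 or -0.55 without replicate 3. The storage genes fell, Fth1 by 0.44 (standard error 0.10, adjusted p = 0.00288) to 970.2 ± 23.4 FPKM and Ftl1 by 0.36 (standard error 0.11, adjusted p = 0.0178) to 707 ± 45.9. With FPKM divided by that of Tbp, the reference gene of the study's qPCR, Fth1 and Ftl1 were no longer past the threshold (adjusted p = 0.162 and 0.237). Over the alternatives the adjusted p of Fth1 ranged from 5.22e-04 to 0.162 and that of Ftl1 from 9.49e-04 to 0.237, and leaving out 1 library raised that of Ftl1 to as much as 0.0711 (without siControl+DFO replicate 3).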

Notably, the iron exporter gene *Slc40a1* did not produce detectable amounts of transcripts in HT22 cells regardless of the cellular iron status. 

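Slc40a1 was listed at 0 in all 3 siControl libraries. Of the DFO-treated siControl libraries, 1 had a value of 0.081 FPKM and the others were at 0. In siNCOA4 the values were 0, 0.320 and 0.573 FPKM, and in siNCOA4 plus DFO 0.273, 0.420 and 0.436. The gene did not pass the filter on low values, and no fold change was computed. None of the 75-base windows of its transcript occur in another gene. FPKM keeps no read counts, so that a value listed at 0 gives no limit of detection. Of the 6 libraries with Ncoa4 siRNA 5 were above 0, against 1 of the 6 with control siRNA.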

The gene *Slc11a2* encodes the divalent metal transporter 1 (DMT1) protein which transports iron across cellular membranes into the cytosol. Like *Tfrc*, *Slc11a2* transcripts carry 3′-UTR IREs and thus are stabilized by iron restriction *via* IRP binding. 

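The 3′-UTRs of both genes were searched in the reference genome GRCm38, which may not be the build behind the FPKM values. An iron-responsive element was defined as a loop that opens with CAGTG or CAGAG followed by A, C or T, above an upper stem of 5 pairs, G-T pairs included, that may hold 1 unpaired base on its 3′ side, then an unpaired C and a lower stem with at most 1 mismatch. The 3′-UTR of Tfrc spans 32630337 to 32632794 on the plus strand of chromosome 16, 2458 bases within exon 19 of ENSMUST00000023486.14, and holds 5 such elements. They lie at 32631161 to 32631187 (TTTATCAGTGACAGAGTTCACTATAAA), 32631220 to 32631246 (ATTATCGGAAGCAGTGCCTTCCATAAT), 32631599 to 32631625 (ATTATCGGGAGCAGTGTCTTCCATAAT), 32631664 to 32631690 (TATATCGGAGACAGTGATCTCCATATG) and 32631711 to 32631737 (ATTATCGGGAACAGTGTTTCCCATAAT). Each is 27 bases long. The 3′-UTR of Slc11a2 spans 100392563 to 100395212 on the minus strand of chromosome 15, 2650 bases within exon 16 of ENSMUST00000138843.7. It holds 1 element of 28 bases at 100395153 to 100395180, GCCATCAGAGCCAGTGTGTTTCTATGGT, which has 1 unpaired base on the 3′ side of its upper stem. The same search found at least 1 element in 32 of the 11175 tested genes with an annotated 3′-UTR, 0.29%.

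**Figure D2:**
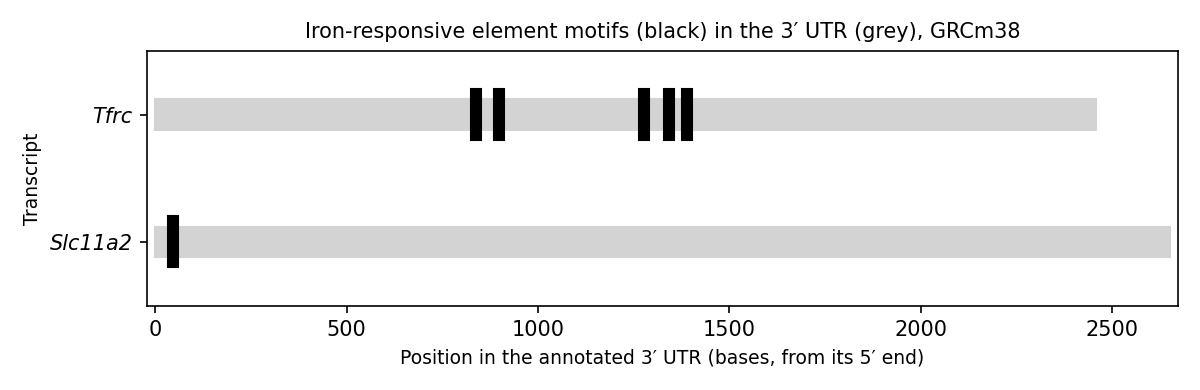
Positions of the iron-responsive elements (black) along the 3′-UTRs of Tfrc and Slc11a2, in bases from the first base of each 3′-UTR in the direction of transcription. Tfrc has 5 elements in 2458 bases and Slc11a2 has 1 in 2650 bases.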

Supporting our previous observation on the lack of IRP2 regulation by DFO in NCOA4-deficient cells (Figure 4C), the transcripts of both *Tfrc* and *Slc11a2* were identified less responsive to iron restriction by the RNA-seq data of NCOA4-depleted HT22 cells (Figure 5E).

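In cells with control siRNA, mean FPKM with DFO was 4.67 times the siControl mean for Tfrc and 1.6 times for Slc11a2. In cells with Ncoa4 siRNA and DFO the values relative to siControl were 3.42 ± 0.297 and 1.09 ± 0.103 (mean ± SD, n = 3). Tfrc FPKM was 319, 318 and 348 in DFO-treated siControl replicates 1 to 3 and 224, 233 and 264 in DFO-treated siNCOA4 replicates. Slc11a2 FPKM was 13.7, 14.1 and 15.5 against 10.3, 10.4 and 8.74. NCOA4 depletion under DFO changed the mean FPKM of Tfrc by -26.8%, a log2 fold change of -0.45 (standard error 0.09, adjusted p = 0.00495 from limma with Benjamini-Hochberg adjustment), and that of Slc11a2 by -32.1%, a log2 fold change of -0.56 (standard error 0.11, adjusted p = 0.00566). The groups did not overlap, and 3 libraries against 3 allow no exact p below 0.1. Without DFO, siNCOA4 and siControl differed by 0.03 for Tfrc (adjusted p = 0.877) and -0.06 for Slc11a2 (adjusted p = 0.81). The first of these was -0.05 without siNCOA4 replicate 2 and 0.09 without siNCOA4 replicate 3, and the second was -0.13 without siControl replicate 1, -0.01 without siControl replicate 3 and 0.11 after division by Tbp. The effect of DFO within NCOA4-depleted cells was 1.74 for Tfrc (adjusted p = 5.43e-08) and 0.17 for Slc11a2 (adjusted p = 0.227). The difference between the DFO responses of both cell types was tested directly as an interaction. It was -0.48 for Tfrc (standard error 0.12, adjusted p = 0.0649) and -0.50 for Slc11a2 (standard error 0.16, adjusted p = 0.112). Neither passed 0.05 over all genes tested, and both passed when adjusted over the list alone (0.0159 and 0.0284), the 8 tested genes that the study names for these data and its qPCR, Ncoa4 and Tbp among them, which is not independent evidence. Without siNCOA4+DFO replicate 3 the interaction of Tfrc was -0.55 (adjusted p = 0.0442). Over the other alternatives its adjusted p ranged from 0.0594 to 0.615 and that of Slc11a2 from 0.0976 to 0.739. The comparison under DFO was weaker for Tfrc with quantile normalization (-0.23, adjusted p = 0.184) and for both genes after division by Tbp (-0.31 and -0.42, adjusted p = 0.28 and 0.265), with ranges over the alternatives of 0.00367 to 0.28 and 0.00459 to 0.265. For Slc39a14, which also responded to DFO, the interaction was -0.01 (adjusted p = 0.988). Its sign was not stable, at 0.06 under quantile normalization and from -0.13 to 0.19 when 1 library was left out, the highest without siNCOA4+DFO replicate 3. Tbp changed by -0.14 (adjusted p = 0.522) under DFO. The paper describes both transcripts as stabilized by iron restriction through IRP binding to IREs in their 3′-UTRs, and presents their smaller responses as support for its observation that DFO did not regulate IRP2 in NCOA4-deficient cells (Figure 4C).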

## 4. Discussion

Iron is an essential nutrient crucial for neurodevelopment and lifespan brain health (29). Conversely, excessive accumulation of iron and ferritin in the brain has been associated with the pathogenesis of neurodegeneration and neuronal loss (30, 31). Thus, neurons need a regulatory system which allows them to efficiently balance their iron availability with their biological demand for the metal nutrient. Using HT22 cells as an *in vitro* cell line model of mouse hippocampal neurons, we identified ferritinophagy as a potential mechanism by which neurons maintain a balance between their supply and demand for iron, especially when iron becomes scarce. The importance of ferritin at the cellular level is twofold. First, it sequesters excess iron, which can be potentially toxic, and stores it for future use. The second function of ferritin as an iron resource is strongly supported herein, and the elevated IRP2 and increased sensitivity to cellular iron restriction by NCOA4 depletion are of particular relevance.

The transcriptomic and proteomic profiles of NCOA4 deficiency in HT22 cells revealed enrichment of gene responses functionally associated with neurobiology and neurological disorders, and their interaction with cellular iron status. These included neuronal cell death, neurodevelopment, neuron proliferation, and neurodegeneration. The bioinformatic association between impaired ferritinophagy and molecular pathways of neurodegenerative conditions agree with previous preclinical observations linking functional iron deficiency of neurons to neurodegeneration. Particularly, *Irp2*-null mice feature progressive neurodegeneration attributed to neuronal iron restriction (32). The genetic loss of IRP2 misinforms neurons as if they are in iron excess. This leads to changes in iron homeostatic gene expressions driving a decline in the cellular import and more removal *via* export and storage (4), and thus functional iron deficiency. Additionally, conditional deletion of *Tfrc* in dopaminergic neurons of mice resulted in neurological and behavioral phenotypes recapitulating symptoms of Parkinsonism in humans (33). These and our *in vitro* data collectively inform the need for future studies using primary neurons and an *in vivo* model of neuronal *Ncoa4* deficiency, testing whether functional iron deficiency by impaired ferritinophagy similarly influences the central nervous system and produces phenotypes of neurodegeneration.

Early iron deficiency has been shown to impair learning and memory, which has been attributed to disrupted mitochondrial function and neuronal loss (21). Our quantitative omics analyses revealed differential expressions associated with mitochondrial function and apoptosis by NCOA4 deficiency. Of particular relevance were DNAJA3, COX2, and apoptotic protease-activating factor 1 (APAF). DNAJA3 modulates apoptotic signal transduction within the mitochondrial matrix and has been characterized as a metalloprotein (34). Known for its role in mitochondrial energy transduction, cytochrome c oxidase has been suggested to play a role in stress-induced apoptosis and degenerative diseases (35). APAF1 is involved in apoptosis due to its binding and subsequent activation of procaspase-9, and studies suggest that cytochrome c and APAF1 work together to activate the apoptotic pathway (36). NCOA4 is a multifunctional protein; thus, the differential expression patterns induced by its loss in HT22 neurons cannot not be attributed solely to its role in ferritinophagy. However, morphological changes, compromised cell viability, and transcriptome profiles of neurodegeneration by NCOA4 depletion were augmented or introduced by coexisting iron deficiency. These indicate a clear nutrient-gene interaction pattern where cellular dependence on NCOA4 becomes more apparent under conditions of insufficient nutrient supply. On the other hand, NCOA4 depletion and iron restriction by DFO had opposite effects on mitochondrial function measured by OCR. Future mechanistic studies with primary neurons need to be performed to specifically determine whether neuronal iron mediates regulation of mitochondrial function by NCOA4.

Ferroportin can contribute to the removal of iron from the cytosol as an iron exporter on the plasma membrane. Interestingly, the transcripts for the iron exporter ferroportin (*Slc40a1*) were undetectable by our RNA-seq experiments, which was in contrast to the relatively higher counts for the ferritin (*Fth1* and *Ftl1*) transcripts. Ferroportin is the sole non-heme iron exporter on the plasma membrane. Thus, the lack of ferroportin expression in HT22 cells suggests that sequestration of iron by ferritin serves as the primary mode of protection against excess cytosolic iron in neurons. Alternatively, excess iron might be removed from HT22 cells *via* a ferroportin-independent route, such as exosomal ferritin as recently described (37). These are in agreement with previous *in vivo* findings where *Slc40a1* was identified dispensable for the survival and function of dopaminergic neurons in mice (33).

Collectively, our studies using HT22 cells identify how NCOA4 is a critical nexus regulating the tight control of intracellular iron to maintain cell viability. NCOA4-mediated ferritinophagy was identified to be crucial for adaptation to fluctuations in iron levels, particularly when cellular iron supply is restricted. Loss of NCOA4 led to molecular marker changes implying functional iron deficiency and differential gene expressions associated with development of neurons, mitochondrial function, apoptosis, and neurodegenerative disorders. Our *in vitro* data suggest that the cellular iron pool and NCOA4-mediated ferritinophagy could serve as potential molecular targets for prevention of neurodegenerative disorders and facilitate the development of therapeutic strategies for their treatment. Future studies on primary neurons and the *in vivo* brain are needed to understand the requirement of ferritinophagy for brain development and function throughout the lifespan, and to decipher the mechanisms underlying the genetic and nutritional regulation of NCOA4 expression and activity in the central nervous system.

## Data availability statement

The original contributions presented in this study are included in this article/Supplementary material, further inquiries can be directed to the corresponding author. The RNA-seq data presented in this study are deposited in the NCBI Gene Expression Omnibus (GEO) repository, accession number GSE211931 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211931).

## Author contributions

M-SR: conceptualization and supervision. EB, TB, and M-SR: methodology and investigation. EB and M-SR: formal analysis, data curation, original draft preparation, and visualization. CG: validation. MG and M-SR: resources and project administration. CG, TB, MG, and M-SR: review and editing. All authors have read and agreed to the published version of the manuscript.

# Supplementary material for: Quantitative omics analyses of NCOA4 deficiency reveal an integral role of ferritinophagy in iron homeostasis of hippocampal neuronal HT22 cells
**Source:** Front Nutr. 2023 Jan 19;10:1054852. doi: 10.3389/fnut.2023.1054852
**Supplement:** Supplementary file 1

Supplementary Material

**Supplementary Table 1.** Primer pairs for SYBR Green-based qPCR analyses. Custom primers specific to each gene transcript were designed using Primer-BLAST (<https://www.ncbi.nlm.nih.gov/tools/primer-blast/>).

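The primer sequences were matched to the transcripts of the GRCm38 annotation. The Tfrc pair (TCACTTCCTGTCGCCCTATGT and AGAGTGTGAGAGCCAGAGCC) spans 78 bp at 32630102 to 32630179 on chromosome 16, in the coding part of exon 19, and matches no other gene. The Ncoa4 pair (AGCTAAGGCACCCAAGGCTA and CTTAGGGCCTCCTTTGCACG) spans 115 bp at 32176670 to 32176784 on chromosome 14, in the coding part of exon 8 of 10, and also matches 1 other gene. The forward primer of Tbp (AGTTGTGCAGAAGTTGGGCT) matches at 15514269 to 15514288 on chromosome 17. The printed reverse primer of Tbp, TACTGAAGGCTGGTGGGTCA, has no exact match in the transcripts of Tbp. The closest sequence is TACTGAACTGCTGGTGGGTCA, at an edit distance of 2, of 21 bases with 52.4% GC. It lies at 15514376 to 15514396 in exon 8, and a product from the forward primer to its end is 128 bp.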

| Gene | Primer Sequence | | T_m_ (°C) | GC% | Amplicon |
| --- | --- | --- | --- | --- | --- |
| *Tfrc* | Forward: | 5’-TCACTTCCTGTCGCCCTATGT-3’ | 60.9 | 52.4 | 78 bp |
|  | Reverse: | 5’-AGAGTGTGAGAGCCAGAGCC-3’ | 61.3 | 60.0 |  |
| *Ncoa4* | Forward: | 5’-AGCTAAGGCACCCAAGGCTA-3’ | 60.9 | 55.0 | 115 bp |
|  | Reverse: | 5’-CTTAGGGCCTCCTTTGCACG-3’ | 61.0 | 60.0 |  |
| *Tbp* | Forward: | 5'-AGTTGTGCAGAAGTTGGGCT-3' | 60.1 | 50.0 | 128 bp |
|  | Reverse: | 5'-TACTGAAGGCTGGTGGGTCA-3' | 61.0 | 52.4 |  |

**Supplementary Table 2.** Functional annotation enrichments identified via DAVID analyses with proteins differentially expressed by NCOA4 depletion. Functional categories with an EASE score lower than 0.05, and a count of associated proteins above three are shown. The EASE score is a modified Fisher’s exact *P*-value by the DAVID tool.

| Category | Term | Count | Proteins | EASE | Fold Enrichment |
| --- | --- | --- | --- | --- | --- |
| Gene Ontology: Biological Process | Regulation of translation | 5 | ZFP385A, RBM3, IREB2, TNRC6A, QK | 8.15E-03 | 6.28 |
|  | Cell migration | 6 | TNS3, CTGF, PDGFRA, MMP14, CD151, SIRPA | 8.35E-03 | 4.77 |
|  | Ribosomal large subunit biogenesis | 3 | RPL14, NPM1, NOC2L | 1.06E-02 | 18.99 |
|  | Iron ion transport | 3 | FTL1, IREB2, FTH1 | 1.06E-02 | 18.99 |
|  | Regulation of exocytosis | 3 | SEPT5, RALA, PCLO | 1.15E-02 | 18.23 |
|  | Apoptotic process | 10 | CSNK2A2, FIS1, ZFP385A, EMC4, DAD1, APAF1, DNAJA3, RTN3, WDR92, NOC2L | 1.24E-02 | 2.67 |
|  | Negative regulation of cardiac muscle cell apoptotic process | 3 | NPM1, AMBRA1, QK | 1.24E-02 | 17.53 |
|  | Branching morphogenesis of an epithelial tube | 3 | SEMA5A, MMP14, PXN | 2.30E-02 | 12.66 |
|  | Hematopoietic progenitor cell differentiation | 4 | EML1, PDGFRA, PRRC2C, SIRPA | 2.63E-02 | 6.20 |
|  | Cellular iron ion homeostasis | 3 | FTL1, IREB2, FTH1 | 3.48E-02 | 10.13 |
|  | Positive regulation of cysteine-type endopeptidase activity involved in apoptotic process | 3 | FIS1, CTGF, ARRB1 | 3.92E-02 | 9.50 |
|  | Learning or memory | 3 | NCAM1, ZFP385A, AMFR | 4.38E-02 | 8.94 |
|  | Lung development | 4 | CTGF, PDGFRA, PTN, MMP14 | 4.76E-02 | 4.90 |
| KEGG Pathway | Mineral absorption | 4 | FTL1, MT2, MT1, FTH1 | 4.24E-03 | 11.95 |
|  | Ribosome | 6 | RPS25, RPL14, RPL8, RPS21, UBA52, RPL29 | 7.41E-03 | 4.82 |
|  | Alzheimer's disease | 6 | ATP5E, NDUFA2, COX2, PPP3CA, APAF1, CAPN1 | 1.66E-02 | 3.95 |
|  | FcγR-mediated phagocytosis | 4 | ARPC3, CFL2, MARCKS, VASP | 3.38E-02 | 5.55 |
|  | Parkinson's disease | 5 | SEPT5, ATP5E, NDUFA2, COX2, APAF1 | 3.68E-02 | 3.91 |

**
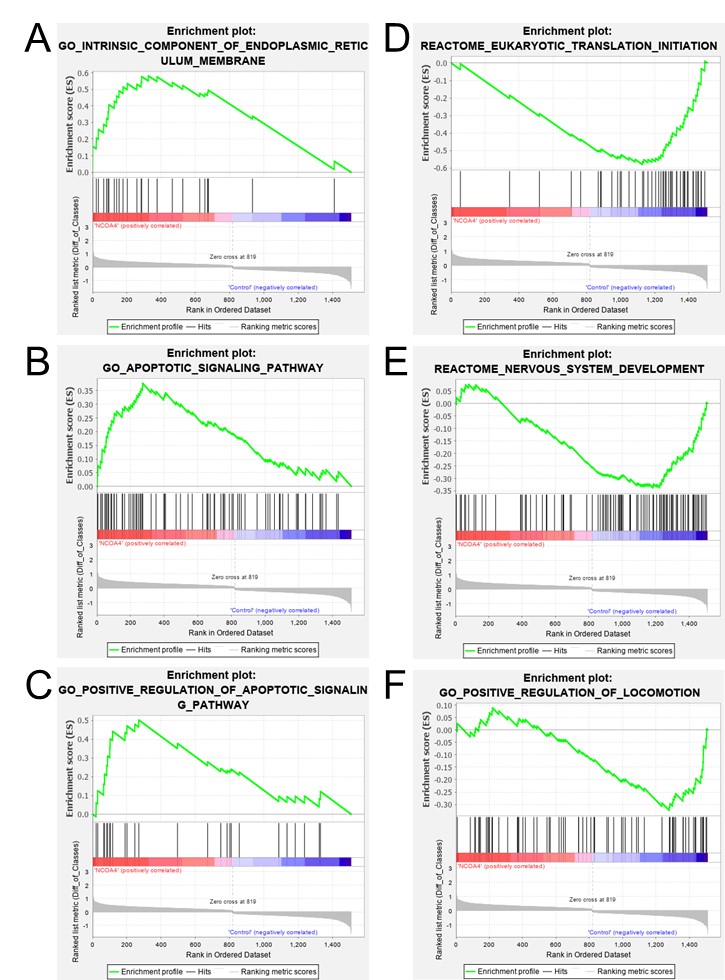
**

**Supplementary Figure 1.** GSEA enrichment plots of functional categories enriched by proteins responsive to NCOA4 depletion in HT22 cells. GSEA was performed with the quantitative proteomics data of proteins differentially expressed by NCOA4 depletion (*P* < 0.05). (**A-C**) Enrichment plots of gene sets enriched by proteins upregulated by NCOA4 siRNA vs control siRNA: GO Intrinsic Component of ER Membrane (**A**), GO Apoptotic Signaling Pathway (**B**), GO Positive Regulation of Apoptotic Signaling Pathway (**C**). (**D-F**) Enrichment plots of gene sets enriched by proteins downregulated by NCOA4 siRNA versus control siRNA: Reactome Eukaryotic Translation Initiation (**D**), Reactome Nervous System Development (**E**), GO Positive Regulation of Locomotion (**F**).

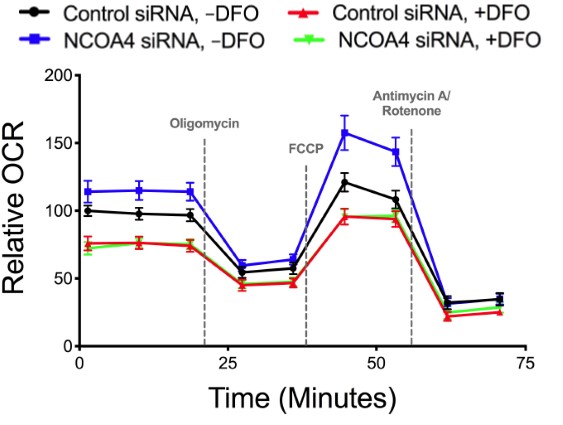

**Supplementary Figure 2.** Effects of cellular iron restriction on the relative oxygen consumption rates (OCR) of control and NCOA4-depleted HT22 cells. HT22 cells were transfected with control or NCOA4 siRNA, and treated with or without DFO (100 µM) for 24 h. Real-time OCR was measured following treatments with oligomycin, FCCP, and antimycin A/rotenone.

**Supplementary Figure 3.** Differentially expressed proteins with significant changes in transcript abundance. Proteins identified by quantitative proteomics were filtered by |Fold-change (FC)| above 1.5, and *P*-value below 0.05 for significance. Among the genes encoding proteins with significant differential expression by NCOA4 depletion, 64 featured changes in transcript abundance by RNA-seq (FDR-adjusted *P* < 0.05). (**A**) Genes featuring differential expressions by NCOA4 depletion at both protein and mRNA levels. (**B**) Association between the protein and mRNA responses of genes in **A**. Modes of mRNA responses (up versus down) to NCOA4 depletion (siNCOA4) corresponded to those of the protein.

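All 59 genes with an adjusted p below 0.05 between siNCOA4 and siControl changed in the direction of their protein. With a pseudocount of 1, 60 of 61 such genes did. Of the 132 tested genes on the protein list, 116 did, including 57 of the 73 whose adjusted p was not below 0.05. Across the 132 genes the log2 fold changes of transcript and protein correlated with Pearson's r = 0.704 and Spearman's rho = 0.758, each with p = 1e-05, the smallest that 1e+05 resamples of a two-sided permutation test can give. Without the 2 proteins farthest from the median, r was 0.738. The correlation is across genes, which are not independent replicates, and the list was chosen by the change of the protein.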

**Supplementary Figure 4.** Top functional networks of genes, which are differentially expressed in HT22 cells with losses of both NCOA4 and iron. Transcriptome profiles of HT22 cells transfected with NCOA4 siRNA and treated with DFO (100 µM) were compared with Control siRNA-treated cells. Functional implications of the gene responses were predicted using the Ingenuity Pathway Analysis (IPA). (**A**) Top 5 functional networks affected by the combined losses of NCOA4 and iron in HT22 cells. (**B**) The top functional network of differential expressions associated with cancer, neurological disease, and organismal injury and abnormalities. Histone H3 and HIF1 were identified as potential regulatory nodes mediating the responses of genes to the combined losses of NCOA4 and iron.

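A list of 25 targets of hypoxia-inducible factor, chosen in advance, had 23 members expressed above the filter. In siNCOA4 plus DFO relative to siControl their median log2 fold change was 1.28 (adjusted p = 7.93e-09 from limma's camera with Benjamini-Hochberg adjustment), with 20 of 23 higher. The largest changes were in Ero1l, with 3.98, Ndrg1, with 1.99, and Higd1a, with 1.92. With DFO alone the median was 1.57 (adjusted p = 9.12e-12), with 23 of 23 higher, and Ero1l, Ndrg1 and Higd1a changed by 3.94, 3.16 and 2.26. Relative to DFO alone, the combination had a median of -0.33 (adjusted p = 1.6e-06), with 22 of 23 lower, or -0.17 under quantile normalization. With a correlation between genes estimated from the data in place of the preset 0.01, the adjusted p was 0.0706 for the combination, 0.0549 for DFO alone and 0.114 for the combination relative to DFO. Over all alternatives it ranged from 2.56e-10 to 0.0706, from 2.08e-13 to 0.0549 and from 1.92e-07 to 0.114. The FPKM of 12 histone H3 genes summed to 1404 ± 323 in siControl, 954 ± 116 in siNCOA4, 546 ± 99 with DFO and 325 ± 52.4 with both (mean ± SD, n = 3). The log2 ratio to siControl of the summed values was -0.56, -1.36 and -2.11. Without siControl replicate 1, which had the highest sum of the group, the ratio in siNCOA4 was -0.35. Sums were used because histone genes are closely related in sequence and reads could be split among them.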

**Supplementary Dataset 1. Proteins identified via tandem mass tag (TMT) quantitative proteomics.**

**Supplementary Dataset 2. Differential expressions by NCOA4 siRNA, DFO, and a combination of the two determined by RNA-seq.**

How the deposited data were processed for this re-analysis (not part of the article)

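RNA-seq was measured in 12 libraries of HT22 cells, 3 biological replicates in each of 4 groups: siControl, siNCOA4, siControl plus DFO and siNCOA4 plus DFO. The siRNA was used at 12.5 nM and DFO at 100 µM for 24 h. Groups and replicate numbers were taken from the sample labels, which match the group definition in the study's supplementary dataset and the legend of Figure 5.

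The authors deposited FPKM values per gene, 1 table per library. The paper states that total RNA was made into libraries with a stranded total RNA kit for low input, and that 75-bp pairs were sequenced. The authors used edgeR for normalization and differential expression. The paper's text and supplements do not name the aligner, the quantification tool, the genome build, the annotation or filters behind the FPKM. Each table held 24347 gene entries. The 4 entries that shared a name with another entry were left out, and 13 Septin genes whose names had been turned into dates were given back their symbols, of 23 such names. Of the 24343 genes kept, 6929 were at 0 in all libraries.

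FPKM carries no depth. The number of reads per library is given in the paper as a minimum only, and relative depth was estimated from raw counts that the study prints for some genes in its supplementary dataset. For 632 genes with at least 100 counts in each library, the ratio of count to FPKM was compared between libraries. Any further scaling of the FPKM before deposit would enter this ratio. The ratio of the deepest to the shallowest library was 1.51. FPKM at or near 0 gives no limit of detection, and no counting interval can be given. Of 559 values for which the study prints a count of 0, 97.7% were listed at an FPKM of 0, while 259 values listed at 0 had a printed count above 0. A gene listed at 0 is therefore described as such, without a fold change.

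Changes were computed from log2(FPKM + 0.1) without further scaling. Median-of-ratios factors computed from the FPKM lay between 1.0021 and 1.0127. Scaling by them, 1 of the alternatives, could therefore change little. Genes with FPKM of at least 0.5 in at least 3 libraries were kept, 11924 in all. A means model over all 12 libraries was fitted with limma 3.58.1 in R 4.3.3, followed by empirical Bayes moderation with a mean-variance trend, with 8 residual and 4.07 prior degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method within each comparison. Genes with a fold change above 2 and an adjusted p below 0.05 were called, as in the study. The interaction, the difference between the siNCOA4 effects with and without DFO, was called at an adjusted p below 0.05 alone. Genes exclusive to siNCOA4 plus DFO were those called there relative to siControl and in neither single treatment. The pseudocount compresses the changes of genes with low FPKM. A count-based test was not used, since the FPKM are not counts.

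Genes were named by a rule. It took every gene the paper names for the RNA-seq, for iron regulation or among the mitochondrial and apoptotic proteins. In each comparison and in the exclusive set, it took the 3 largest rises and 3 largest falls among called genes with a mean FPKM of at least 1. Non-overlapping groups were also required there, except for the interaction. It further took the 3 members with the largest changes in a gene list, and the 3 largest rises and falls on the protein list. Lists of targets of hypoxia-inducible factor, ATF4 and p53, of pro-apoptotic, anti-apoptotic, neuron development, cholesterol synthesis, replication, mitosis and interferon response genes were tested with limma's camera with a preset correlation of 0.01 between genes. A list of 13 mitochondrially encoded genes was not analysed here. Ingenuity Pathway Analysis, gene ontology enrichment and the proteomic, western blot, qPCR, viability and oxygen consumption data were not analysed here, apart from the study's list of differentially expressed proteins.

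Exact permutation tests were used for fold changes of single genes and for Slc40a1, and a two-sided permutation test with 1e+05 resamples for the correlation of transcripts and proteins. With 3 libraries against 3, no two-sided exact p below 0.1 can be reached. The additive model for the exclusive genes was simulated 100 times with the estimated effects and spread, with the same selection applied. The comparisons of siNCOA4 and of DFO share the siControl libraries, and their similarity was set beside 1000 simulated draws of unchanged groups. Sequence features were taken from GRCm38 with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

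The fit was tested on simulated data in which 200 of 11924 genes were changed. It recovered 97% of the changed genes for siNCOA4 against siControl, 96.5% for DFO against siControl and 91% for the interaction, with 2 of 196, 6 of 199 and 3 of 185 calls false. Of 20 unchanged lists of 20 genes, 0 had a camera p below 0.05. Simulated lists cannot show whether the preset correlation between genes is large enough for the measured lists, whose members may vary together.

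The alternatives were pseudocounts of 1 and 0.01, no filter on low values and an FPKM of at least 2, median-of-ratios and quantile scaling, the replicate number as a block, a fit of the compared groups alone, moderation without a trend or robust, calls without a fold change threshold or with a stricter one for the exclusive genes, camera with an estimated correlation and fry, division by Tbp for the iron genes, and leaving out each library in turn. These alternatives and the tests were chosen before the data were examined, with the exceptions named in the closing section.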

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

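Of the tests in this part, those of scaling and of a ceiling for the p53 targets, those of scaling and of the siRNA sequence for the interferon response genes, and that of S phase for the histone genes were chosen only after the result was seen.

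The response to NCOA4 depletion differed with and without DFO in 250 genes (interaction, adjusted p below 0.05, limma with Benjamini-Hochberg adjustment), 80 with a positive and 170 with a negative difference. An unadjusted p below 0.05 was found in 2167 genes. Of 100 relabelings of the siRNA within each iron condition, 2 gave as many genes, the real one included. The other gave 2807 genes and exchanged the siRNA labels of all DFO-treated libraries, by which the effect of NCOA4 depletion itself enters the interaction. The third highest gave 162. The count was 76 without siControl+DFO replicate 1 and 165 under quantile normalization. With FPKM divided by Tbp, which rests on the values of 1 gene and was applied to this count only after it was seen, it was 12. The largest positive differences among genes with a mean FPKM of at least 1 were in Gm19705, Bglap3 and Traf5. Gm19705 was listed at 0 in all DFO-treated siControl libraries and Bglap3 at 0 in all siNCOA4 libraries (adjusted p = 0.025 and 0.0168). Traf5 had a difference of 2.39 (adjusted p = 0.047). The largest negative ones were in 4833427G06Rik (-3.99, adjusted p = 0.0197), Il6 (-3.93, adjusted p = 0.0358) and Oasl1 (-3.60, adjusted p = 0.0168). None of these 6 calls held under all alternatives. The adjusted p reached 0.324 for Gm19705 and 0.132 for Bglap3 with a pseudocount of 1, 0.0844 for Traf5 without a filter, and 0.0602, 0.0684 and 0.059 for 4833427G06Rik, Il6 and Oasl1 with a pseudocount of 0.01.

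Across genes, though not in every gene list, the DFO response was smaller in NCOA4-depleted cells. Across the genes tested, the slope of the response in siNCOA4 on that in siControl was 0.77, against 0.967 to 1.038 in 100 simulated data sets with additive effects. Of the 173 genes with an interaction that also changed with DFO, 171 responded less in NCOA4-depleted cells and 2 more. Selecting genes by their response in siControl would reverse the difference in genes selected in siNCOA4, yet the median difference of those 1362 genes was -0.199, against 0.054 to 0.081 in the simulations. The slope was 0.87 without siNCOA4+DFO replicate 3, the library with the smallest response, and still below the simulated range. It was 0.781 over 7569 genes with an FPKM of at least 5 in each group, which argues against compression by the pseudocount. It was 0.799 under quantile normalization and 0.767 after a smooth fit on GC content and gene length. The slope lay between 0.735 and 0.87 with each library left out. The median DFO responses in siControl and in siNCOA4 cells were 2.685 and 1.94 for p53 targets. They were 1.572 and 1.396 for HIF targets and 1.242 and 1.012 for ATF4 targets. Tested directly, the median interaction of the HIF targets was -0.068 (adjusted p = 0.269 from limma's camera), not past the threshold. That of the ATF4 targets was -0.138 (adjusted p = 0.0198, or 0.484 with a correlation between genes estimated from the data). No smaller response was seen in histone cluster genes (-1.668 and -1.659), interferon response genes (2.101 and 2.105) or mitosis genes (-0.716 and -0.824). These tests leave a smaller transcriptional response of part of the genes to DFO in NCOA4-depleted cells as a hypothesis. Other causes, such as a loss of responding cells or an effect of the siRNA sequence other than on Ncoa4, were not tested.

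Targets of p53, a list that the paper does not discuss, had a median log2 fold change of 2.69 with DFO (2.685 before rounding, adjusted p = 8.33e-09 from limma's camera), with 11 of 12 higher, 0.64 in siNCOA4 (adjusted p = 2.22e-06, 9 of 12 higher) and 2.36 with both (adjusted p = 5.14e-09). The largest changes with DFO were in Mdm2 (6.47), Btg2 (6.39) and Trp53inp1 (4.91). The median interaction was -0.988 (adjusted p = 1.97e-10), with 11 of 12 negative, 7 of them with an adjusted p below 0.05 and 10 when adjusted over the list alone. Its largest members were Cdkn1a (-2.24, adjusted p = 8.74e-04), Mdm2 (-1.51) and Eda2r (-1.49). With a correlation between genes estimated from the data, the adjusted p of the interaction was 0.0706, and over its alternatives it ranged from 1.44e-11 to 0.0706. The interaction closest to 0 under quantile normalization or division by Tbp was -0.88, and after a fit on GC content and gene length it was -0.988, so neither accounts for it. Whether DFO brings the targets to a ceiling whichever siRNA is used cannot be told apart from a weaker response. As a list, siNCOA4 plus DFO differed from DFO alone by a median of -0.31 (adjusted p = 0.116 from limma's camera). This median passed at -0.397 (adjusted p = 0.0334) without siNCOA4+DFO replicate 1 and was -0.165 without replicate 3. Of the 12 members, 9 were lower and 3 higher. An adjusted p below 0.05 was found in 4 of the 12, and in 7 when adjusted over the list alone.

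Interferon response genes, also not discussed in the paper, had a median log2 fold change of 2.10 with DFO (2.101 before rounding, adjusted p = 1.83e-03, 11 of 13 higher), 0.60 in siNCOA4 (0.595 before rounding, adjusted p = 8.81e-04, 12 of 13 higher) and 2.64 with both (adjusted p = 3.06e-06). The largest changes with DFO were in Rsad2 (6.54), Mx2 (5.55) and Ifit1 (5.16), and in siNCOA4 in Usp18 (2.61) and Oasl2 (1.64). RNA from immune cells would bring their abundant transcripts, but the median FPKM of 20 macrophage and leukocyte markers was 0.011 in siControl and 0.067 with DFO. Of the markers 5 had a mean FPKM of at least 0.5 in siControl, and 2 were called higher with DFO. The most abundant, Arhgdib, went from 51.7 to 29.8 FPKM, while Cd14 went from 2.16 to 9.52. The median with DFO was 2.029 under quantile normalization and 2.126 after a fit on GC content and gene length. A response to DFO in the HT22 cells themselves is therefore a hypothesis for the rise with DFO. Both list medians depended on the pseudocount and the filter. Over the alternatives the median with DFO ranged from 1.221 with a pseudocount of 1 to 3.308 with an FPKM of at least 2 (adjusted p from 2.35e-07 to 0.137), and the rise of 0.595 in siNCOA4 from 0.222 with a pseudocount of 1 to 0.879 with 0.01 (adjusted p from 3.4e-04 to 0.125). It was 0.332 under quantile normalization. The call of Usp18 in siNCOA4 (adjusted p = 0.00164) was lost with a pseudocount of 1 (0.623, adjusted p = 0.0786), and over its alternatives the adjusted p ranged from 6.94e-05 to 0.0786. Its change was 5.678 with a pseudocount of 0.01, so the size of the change depended largely on the pseudocount. An effect of the siRNA sequence other than on Ncoa4 cannot be told apart from an effect of NCOA4 depletion there, since 1 siRNA against Ncoa4 was used.

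The summed FPKM of 68 histone cluster genes was 12547 ± 2736 in siControl, 8528 ± 684 in siNCOA4, 4452 ± 687 with DFO and 2945 ± 393 with both (mean ± SD, n = 3). The log2 ratio to siControl was -0.557, -1.495 and -2.091. The first of these was -0.364 without siControl replicate 1. Reads moved between near-identical histone genes would leave the sum unchanged, yet with DFO it fell below that of every siControl library. After a fit on GC content and gene length the median change of the genes with DFO was -1.422. The candidate explanation of fewer cells in S phase cannot be told apart from lower histone transcript levels per cell, since the replication genes, with a median of 0.135 with DFO (adjusted p = 0.269, 12 of 21 higher), went both ways and transcripts carry no direct measure of the cell cycle.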

How the results depend on the processing

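A tested value was kept if its direction and its side of the threshold stayed. A count was kept within a fixed ratio, a percentage of calls within a fixed margin, and the similarity within the SD of its simulated draws. Counts could therefore move and still be kept. Other values were kept within the spread between replicates or their standard error. Of 204 results recomputed under 28 settings, 4243 of 4520 values were kept and 277 were not. Of these, 179 were weaker, 14 stronger, 65 moved and 19 reversed. The cause was not tested unless stated. The alternative without small RNA genes, those of the similarity and those of the histone sums were chosen after seeing the data. None of those for the histone sums moved them beyond the spread between replicates.

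With a pseudocount of 1, 112 genes were called in siNCOA4 (29.5% higher, against 45.3%) and 129 in siNCOA4 plus DFO relative to DFO (24.8% higher, against 51.4%), Ncoa4 rose with DFO by 0.344 (adjusted p = 0.0491), and the median standardized values of the exclusive genes were -0.495 in siNCOA4 and 0.44 with DFO for the higher and -0.319 with DFO for the lower ones. This pseudocount compresses low values by construction. With 0.01, the last of these was -0.185 and the similarity of the siNCOA4 and DFO responses 0.362. Without a filter, the neuron development genes had a median of 0 with DFO (adjusted p = 0.947), the cholesterol synthesis genes -0.215 (adjusted p = 0.0329), the standardized values were -0.5, 0.112 and -0.236, and 7 exclusive genes had an interaction. With an FPKM of at least 2, the neuron development genes were at -0.032 (adjusted p = 0.953) and the standardized values with DFO 0.301 and -0.27. Atf3, Bglap3, Gm13238 and L1cam were not tested there and have no value.

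Median-of-ratios scaling gave -0.197 for the lower exclusive genes with DFO, robust moderation -0.211 and a fit of the compared groups alone -0.234, with Ncoa4 at 0.387 with DFO (adjusted p = 0.0269) and 32.7% of calls higher in siNCOA4 plus DFO relative to DFO. Over its alternatives the adjusted p of Ncoa4 with DFO ranged from 0.0269 to 0.194. Quantile normalization gave 165 interaction genes, 39.8% of calls higher in siNCOA4 plus DFO relative to DFO, a change of Tfrc in that comparison of -0.232 (adjusted p = 0.184), -0.248 for the cholesterol synthesis genes (adjusted p = 0.0388), and standardized values of 0.352, 0.341 and -0.186. It reversed the interaction of the HIF targets (0.002, adjusted p = 0.78), Apaf1 in siNCOA4 plus DFO relative to DFO (0.112, adjusted p = 0.524) and the interaction of Slc39a14 (0.058, adjusted p = 0.931). Moderation without a trend gave 164 interaction genes.

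The replicate numbers did not pair the libraries, since the correlations of their deviations lay between -0.127 and 0.116 over 18 pairs with the same number. With the replicate block, the lower exclusive genes were at -0.197 with DFO and 1 exclusive gene had an interaction. The counts were 193 for siNCOA4, 2238 for DFO and 171 for the interaction.

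With an adjusted p below 0.05 alone, 1399 genes were called in siNCOA4, 6365 with DFO, 5819 with both and 912 exclusively with both, since small changes then count. With a fold change bound on the single treatments 32 were exclusive. Of the 366 exclusive genes, 176 were among the 280 with a pseudocount of 1, 265 among the 402 under quantile normalization and 293 among the 418 without small RNA genes.

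With an estimated correlation in camera, none of these tests passed: HIF targets in siNCOA4 (-0.246, adjusted p = 0.177), with DFO (1.572, 0.0549), with both (1.278, 0.0706) and with both relative to DFO (-0.331, 0.114), ATF4 targets with DFO (1.242, 0.125) and both (0.934, 0.137), p53 targets in siNCOA4 (0.643, 0.125), with DFO (2.685, 0.0787), both (2.36, 0.0787) and in the interaction (-0.988, 0.0706), and interferon response genes in siNCOA4 (0.595, 0.125), with DFO (2.101, 0.137) and both (2.641, 0.0706). The mitosis genes passed with DFO (0.0499) and both (0.0276). Under fry all of these passed, and so did the pro-apoptotic genes with DFO (0.127, 1.22e-04) and both (0.099, 1.93e-04), the anti-apoptotic genes with DFO (0.103, 1.49e-04) and both (0.203, 8.3e-04), the cholesterol synthesis (-0.215, 5.98e-04) and replication genes (0.135, 4.69e-04) with DFO, and the neuron development genes in siNCOA4 (-0.217, 0.0304). Fry asks another question than camera, whether the members moved in one direction without comparison with the other genes.

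Division by Tbp shifted the median of all genes by up to 0.192 and the removal of small RNA genes by up to 0.116. After division by Tbp, Fth1 (-0.391, adjusted p = 0.162) and Ftl1 (-0.312, 0.237) with DFO, and Tfrc (-0.313, 0.28) and Slc11a2 (-0.417, 0.265) with both relative to DFO, were no longer past the threshold, and Slc11a2 in siNCOA4 reversed (0.109, 0.818).

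With 1 library left out at a time, the interaction count ranged from 76 (without siControl+DFO replicate 1) to 292 (without siNCOA4+DFO replicate 1) and the exclusive genes with an interaction from 0 (without siNCOA4 replicate 3) to 9 (without siNCOA4+DFO replicate 1). The standardized values ranged from 0.19 to 0.316 for the higher genes with DFO, from 0.24 to 0.343 for the lower genes in siNCOA4 and from -0.303 to -0.13 for these with DFO, and the similarity from 0.277 to 0.365. Ftl1 with DFO ranged from -0.418 to -0.305 (without siControl+DFO replicate 3, adjusted p = 0.0711), Tbp with DFO from -0.164 (without siControl replicate 1) to 0.016 (without replicate 2), Tfrc in siNCOA4 from -0.049 (without siNCOA4 replicate 2) to 0.09, and the Tfrc interaction from -0.552 (without siNCOA4+DFO replicate 3, adjusted p = 0.0442) to -0.404. The p53 targets with both relative to DFO ranged from -0.397 (without siNCOA4+DFO replicate 1, adjusted p = 0.0334) to -0.165 (without replicate 3). Single genes that reversed were Dlat (-0.104 to 0.009) and Fis1 (-0.044, without siControl replicate 1, to 0.365) in siNCOA4, Apaf1 with both relative to DFO (-0.072 to 0.071) and the interaction of Slc39a14 (-0.129 to 0.19). Among single genes, 62 values were weaker and 1 stronger, Fbxl5 with DFO, under the other alternatives and 96 weaker with a library left out.

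Depth limits the genes with low FPKM, for which a value listed at 0 is not a limit of detection.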

Differences from the paper's values

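None of the tests in this part was chosen only after its result was seen. The genes exclusive to siNCOA4 plus DFO numbered 366 here, more than the paper reports. By the values printed in the study's own sheet they numbered 290, fewer than the paper reports.

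The log2 fold change of Ncoa4 in siNCOA4 was -2.707, against the paper's -2.242 in its supplementary dataset. None of the alternatives set before the data were examined closed the gap, with -1.949 for a pseudocount of 1, -2.827 for 0.01 and -2.551 after division by Tbp. In siNCOA4 plus DFO it was -2.281, against the paper's -2.006. Of the alternatives set before the data were examined, division by Tbp (-2.104) and leaving out siNCOA4+DFO replicate 1 (-2.054) gave values within the spread between replicates of the paper's, and the others, such as a pseudocount of 1 (-1.704) and quantile normalization (-2.427), did not.

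The paper describes Slc40a1 transcripts as undetectable whatever the iron status. Slc40a1 was listed at up to 0.573 FPKM, above 0 in 5 of 6 libraries with Ncoa4 siRNA and in 1 of 6 with control siRNA.

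The paper describes Tfrc and Slc11a2 as less responsive to iron restriction in NCOA4-depleted cells. Both were lower with both treatments than with DFO alone, but the interaction had an adjusted p of 0.0649 and 0.112 over all genes tested (limma, Benjamini-Hochberg adjustment). Adjusted over the list alone, the 8 tested genes that the study names for these data and its qPCR, it was 0.0159 and 0.0284. Without siNCOA4+DFO replicate 3 that of Tfrc was 0.0442 over all genes, while over the other alternatives it ranged from 0.0594 to 0.615.

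From pathway analysis, which was not run here, the paper reports apoptosis among the functions predicted to be activated by the combined treatment. It reports neuron development as affected in the opposite manner. The lists tested here are not the gene sets of that analysis, so the values are not on one scale with its scores. The pro-apoptotic and neuron development lists had adjusted p-values of 0.398 and 0.894 with both treatments (limma's camera). Under fry the pro-apoptotic list passed, with 1.93e-04, and over all its alternatives the value ranged from 1.93e-04 to 0.551.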

Other observations

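Of the tests in this part, that of additive effects, that of no effect of siNCOA4 on the exclusive genes, that of scaling for the HIF targets and that of Slc40a1 were chosen only after the result was seen.

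The count of genes exclusive to siNCOA4 plus DFO, 366, was compared with simulated data. With additive effects as estimated, 100 simulations gave a mean of 1009.81 exclusive genes, and 479.53 when only effects with an adjusted p below 0.05 were kept. The observed count lay below the lowest draw of both, 960 and 442. The estimated effects carry noise, which may add exclusive genes. Whether noise accounts for the higher simulated counts was not tested, so the count does not decide on the additive explanation. The share of exclusive genes with an unadjusted interaction p below 0.05, 15.0%, lay above the highest draw of both simulations, 7.14 and 11.2%. The share with a combined change larger than the sum, 57.7%, lay below their lowest draws, 62.1 and 66.4%. Both statements also held in each fit that left out 1 library, against 50 draws of each simulation without the same library. The closest was the first share without siControl+DFO replicate 2, 9.80% against a highest draw of 9.23%. The median standardized levels of the single treatments lay inside the draws of the first simulation for all 4 values and inside those of the second for 1. An unadjusted interaction p below 0.05 was also found in 2167 of all 11924 genes tested, so it was not particular to the exclusive genes. The shares argue against additive effects in all of the exclusive genes, given the normally distributed noise of the simulations. For how many of them the effects are additive stays open. Simulations with a DFO effect alone gave a mean of 328.72 genes, from 295 to 367, so the number by itself may arise without any effect of siNCOA4. The standardized levels argue against this, since the median siNCOA4 level of the higher exclusive genes was -0.36, against -0.847 to -0.728 in those simulations. Of 100 splits of the 12 libraries into 4 groups, 3 gave as many exclusive genes, the real one included, and the highest gave 1479.

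For each comparison of 2 groups, 1 of the 10 splits of its 6 libraries gave as many genes, the real one, which is the smallest share this design can give. The next highest split gave 1 gene for siNCOA4, 1 for DFO, 2 for both treatments, 1 for both relative to DFO and 0 for the overlap with the protein list.

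HIF targets were lower after NCOA4 depletion, with a median log2 fold change of -0.25 without DFO (adjusted p = 2.05e-04 from limma's camera with Benjamini-Hochberg adjustment, 18 of 23 lower) and -0.33 with DFO (adjusted p = 1.6e-06, 22 of 23 lower). The difference between these was not past the threshold (interaction -0.07, adjusted p = 0.269). It was 0.002 under quantile normalization and ranged from -0.122 (without siNCOA4 replicate 2) to -0.034 (without siControl replicate 2 or siNCOA4+DFO replicate 3) with 1 library left out. Without DFO, Ndrg1 changed by -0.85 and Ero1l by 0.88. After a fit on GC content and gene length the median closest to 0 was -0.236, and with each library left out it was -0.21. A scaling factor moves all genes of a library alike. Relative to the median of all genes tested, the list median closest to 0 under quantile normalization or division by Tbp was -0.179, which argues against the scaling of the libraries as the whole cause. With a correlation between genes estimated from the data neither comparison passed (adjusted p = 0.177 and 0.114), and over the alternatives the adjusted p ranged from 2.71e-05 to 0.177 and from 1.92e-07 to 0.114. An effect of the siRNA sequence other than on Ncoa4 was not tested.

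ATF4 targets rose with DFO by a median of 1.24 (adjusted p = 6.63e-08, 15 of 16 higher) and with both treatments by 0.93 (adjusted p = 7.42e-07, 14 of 16 higher). Relative to DFO alone the combination had a median of -0.275 (adjusted p = 0.0198 from limma's camera, 13 of 16 lower). The median interaction was -0.138 (adjusted p = 0.0198, 12 of 16 negative). With a correlation between genes estimated from the data neither passed (adjusted p = 0.484 for both). Mitosis genes fell, with medians of -0.72 with DFO (adjusted p = 1.22e-04, 14 of 17 lower) and -0.85 with both (adjusted p = 1.6e-06, 15 of 17 lower). Cholesterol synthesis genes had a median of -0.22 with DFO (adjusted p = 0.099, 13 of 19 lower). In the combination relative to DFO alone, interferon response genes had a median of 0.337 (adjusted p = 0.0296, 9 of 13 higher). Replication genes had -0.218 there (adjusted p = 0.00894, 14 of 21 lower). With an estimated correlation neither list passed in this comparison (adjusted p = 0.293 and 0.319).

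Gapdh was listed at 1.45, 1.38 and 1.49 FPKM in siControl and at 0.364 to 33.2 FPKM over the 12 libraries, the highest in siNCOA4+DFO replicate 1. Of the 75-base windows of its transcript, 80.3% also occur in other genes, 118 in number, which is consistent with reads assigned to other copies. No biological explanation was tested.

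Slc40a1 was above 0 in 5 of 6 libraries with Ncoa4 siRNA and 1 of 6 with control siRNA. All values were near the floor, up to 0.573 FPKM. A two-sided exact permutation test with siRNA labels exchanged within each iron condition gave p = 0.02 over 400 arrangements. Because it was chosen after the values were seen, chance detection cannot be told apart from a rise after NCOA4 depletion.

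Small RNA genes held a larger share of the FPKM sum with DFO. Of 121 such genes tested, 6 were called higher and 1 lower with DFO, with a median change of 0.33, and 0.57 with both treatments. Among the 119 with a length, shorter genes changed more (Spearman's rho = -0.211, permutation p = 0.0217, Pearson's r = -0.085, across genes, which are not independent). A length divisor fixed per gene would cancel in these changes. The correlation therefore does not tell whether the length correction contributes to the share.

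The siNCOA4 and DFO responses relative to siControl correlated across genes at r = 0.299, with the same direction in 57.4% of genes. Because both share the siControl libraries, unchanged groups simulated 1000 times gave a mean r of 0.499 and the same direction in 66.7% of genes. These simulations held no treatment effect, whereas the measured responses include effects of DFO and siNCOA4. The simulations therefore cannot tell whether the measured responses are more or less alike than chance, and no conclusion on their similarity is drawn. The effect of siNCOA4 without DFO and with DFO, which share no library, correlated at r = 0.224.

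Several genes were measured here that the paper follows by other assays. Ncoa4 went from 6.22 ± 0.222 FPKM in siControl to 8.18 ± 0.6 with DFO (mean ± SD, n = 3), a log2 fold change of 0.39 (adjusted p = 0.136). The paper reports stable Ncoa4 mRNA by qPCR (Figure 1C). In NCOA4-depleted cells DFO raised Tfrc by 1.74 (adjusted p = 5.43e-08), while the paper reports by qPCR that Tfrc no longer responded there (Figure 4D). Ireb2, which encodes IRP2, changed by 0.12 in siNCOA4 (adjusted p = 0.502) and by 0.52 with DFO (adjusted p = 0.00117), and Fbxl5 by -0.17 with DFO (adjusted p = 0.158). Under quantile normalization Fbxl5 passed the threshold (-0.286, adjusted p = 0.0385), and over its alternatives the adjusted p ranged from 0.0385 to 0.197. In siNCOA4, Dnaja3 changed by -0.09 (adjusted p = 0.589), Dlat by -0.05 (adjusted p = 0.85) and Fis1 by 0.23 (adjusted p = 0.508), the last at -0.04 without siControl replicate 1 and Dlat at 0.009 without siControl replicate 2. With DFO, Dnaja3 rose by 0.50 (adjusted p = 4.67e-04) and Fis1 changed by -0.98 (adjusted p = 0.00105). Apaf1 rose by 0.49 in siNCOA4 (adjusted p = 0.0136), though its adjusted p was 0.0612 without siNCOA4 replicate 2 and 0.0588 in a fit of the compared groups alone, with a range over the alternatives of 0.00771 to 0.0588. Its interaction was -0.50 (adjusted p = 0.11). The transcript of mt-Co2 was not analysed here.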
